# Phenotypic selection during laboratory evolution of yeast populations leads to a genome-wide sustainable chromatin compaction shift

**DOI:** 10.3389/fmicb.2022.974055

**Published:** 2022-10-13

**Authors:** David F. Moreno, Murat Acar

**Keywords:** inheritance, epigenetic mechanisms, microbial evolution, memory, Lamarckian, ATAC-seq, chromatin accessibility

## Abstract

In a previous study, we have shown how microbial evolution has resulted in a persistent reduction in expression after repeatedly selecting for the lowest P_GAL1_-YFP-expressing cells. Applying the ATAC-seq assay on samples collected from this 28-day evolution experiment, here we show how genome-wide chromatin compaction changes during evolution under selection pressure. We found that the chromatin compaction was altered not only on GAL network genes directly impacted by the selection pressure, showing an example of selection-induced non-genetic memory, but also at the whole-genome level. The GAL network genes experienced chromatin compaction accompanying the reduction in P_GAL1_-YFP reporter expression. Strikingly, the fraction of global genes with differentially compacted chromatin states accounted for about a quarter of the total genome. Moreover, some of the ATAC-seq peaks followed well-defined temporal dynamics. Comparing peak intensity changes on consecutive days, we found most of the differential compaction to occur between days 0 and 3 when the selection pressure was first applied, and between days 7 and 10 when the pressure was lifted. Among the gene sets enriched for the differential compaction events, some had increased chromatin availability once selection pressure was applied and decreased availability after the pressure was lifted (or vice versa). These results intriguingly show that, despite the lack of targeted selection, transcriptional availability of a large fraction of the genome changes in a very diverse manner during evolution, and these changes can occur in a relatively short number of generations.

## Introduction

Epigenetics is a gene-expression control mechanism that can help organismal adaptation to the environment. Built on epigenetic mechanisms, Lamarckian theory of evolution has received a significant amount of attention in the past two decades (Day and Bonduriansky, 2011; Burggren, 2014; Skinner et al., 2015). In the framework of Lamarckian evolution, environment directly alters phenotype throughout generations (Skinner, 2015), and epigenetic mechanisms can act as the facilitator for the environment to change phenotypic variation and its inheritance (Skinner, 2015).

Epigenetic, or more broadly, nongenetic inheritance can be mediated in several ways, including through the inheritance of epigenetic states, cytoplasmic factors, and nutrients. In this context, nongenetic inheritance could be advantageous over genetic inheritance by circumventing its limitations through the decoupling of phenotypic change from the genotype (Bonduriansky and Day, 2009). The acquired inheritance is a long-term consequence of epigenetic memory, defined as the stable propagation of a change in gene expression potentially induced by environmental stimuli (D’Urso and Brickner, 2014). The importance of epigenetic memory has been shown at the single-cell level in cancer progression (Meir et al., 2020) and bacterial virulence (Ronin et al., 2017). Moreover, its dynamics has been modeled (Bintu et al., 2016) and their action mechanism on pluricellular organisms has been extensively reviewed (Migicovsky and Kovalchuk, 2011; Iwasaki and Paszkowski, 2014).

Several studies have focused on nongenetic inheritance across generations (Acar et al., 2005, 2008; Tyedmers et al., 2008; Huang, 2009; Halfmann et al., 2012; Peng et al., 2015; Bódi et al., 2017; Chatterjee and Acar, 2018; Xue and Acar, 2018a,b; Stajic et al., 2019). For example, phenotypic heterogeneity as an evolvable trait facilitates adaptive evolution (Bódi et al., 2017). In another study, epigenetic gene silencing has been shown to change the mechanism and rate of evolutionary adaptation (Stajic et al., 2019). Finally, in a gene network setting, work from our laboratory provided an example for the role played by epigenetic mechanisms on evolution (Luo et al., 2020). We showed the role played by epigenetic inheritance in microevolution. Subjecting yeast cells to repeated environmental selection based on the P_GAL1_-YFP expression (Acar et al., 2005, 2008, 2010; Elison et al., 2018; Luo et al., 2018) over a period of 7 days, we observed gene expression reductions for the samples sorted for the lowest YFP expression; the expression reductions persisted even after the selection pressure was lifted during an additional 21 days period. Epigenetic and genetic factors were found to contribute to these persistent expression level reductions (Luo et al., 2020).

To track evolution at the gene network level, using networks with well-characterized components is a practical necessity for faithful interpretation of results as phenotypic evolution itself and its root causes are already often challenging to sort out. The GAL network in yeast is arguably the most suitable small-scale transcriptional gene network to use as an experimental evolution model. There is more than half a century of research on the genetics and biochemistry of this network, having characterized its regulatory and enzymatic components and their interaction in the network. The activity of the GAL is often reported by the P*_GAL1_*-YFP construct integrated into the yeast genome. Galactose is taken up by the Gal2 proteins and other hexose transporters. The inducer Gal3 is activated by galactose and active Gal3 proteins bind to the Gal80 repressor. When Gal80 repressors are bound by active Gal3 inducers, Gal4 activators are no longer repressed by Gal80, and therefore, they can turn on transcription from the *GAL1* promoter (Figure 1).

**Figure 1:**
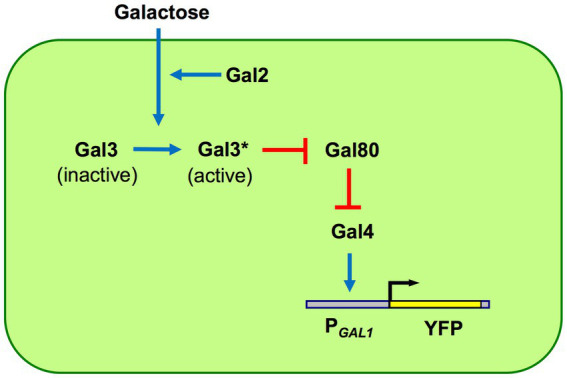
GAL network components and architecture. The network is built by four regulatory proteins: Gal2 transporter, Gal3 inducer, Gal4 activator, and Gal80 repressor. The galactose-bound active state of Gal3 is denoted by Gal3*. The GAL1 promoter (P_GAL1_) has binding sites for Gal4 activators; unrepressed Gal4 activates the P_GAL1_ as well as other network promoters, except the GAL4 promoter which is constitutively active. Pointed blue arrows reflect activation while blunt red arrows reflect inhibition. Network activity is reported using a P_GAL1_-YFP reporter.

ATAC-seq, transposase-accessible chromatin using sequencing, is an *in vitro* epigenome analysis assay that uses transposition of sequencing adaptors into native chromatin (Buenrostro et al., 2013). ATAC-seq captures open chromatin sites, elucidating single-nucleotide-resolution information about chromatin compaction. Since its original development, ATAC-seq has been applied to a variety of eukaryotic cell types or organisms, leading to the characterization of many different cellular processes and phenotypes as a function of chromatin accessibility (Friman et al., 2019; Kakebeen et al., 2020; Yang et al., 2020; Van Rechem et al., 2021). For example, an improved ATAC-seq method was applied to age-enriched yeast cells, which led to the discovery that global nucleosome occupancy did not significantly change with cellular age (Hendrickson et al., 2018b). Recent work from the Shapiro Lab has adapted the ATAC-seq method in a prokaryote (Bac-ATAC), showing that this technique is able to capture chromosome accessibility and compaction even in the absence of fully-fledged chromatin (Melfi et al., 2021).

Using ATAC-seq applied on samples collected from an evolution experiment, here we present how genome-wide chromatin compaction dynamically changed throughout evolution. We examined chromatin compaction both on the GAL network genes that were subjected to selection pressure and the rest of the yeast genome. We analyzed ATAC-seq peaks for temporal dynamics during evolution. Results from this study suggest that, in response to environmental pressures, eukaryotic genomes are much more plastic and interconnected than previously thought.

## Materials and methods

### Strain description, experimental setup, and culture growth conditions

One set of the microevolution experiments performed in our previous work (Luo et al., 2020) was done using the strain WP35 which was a haploid wild-type yeast strain carrying a single copy of the P_GAL1_-YFP reporter in the ho locus; this strain had a MATα W303 genetic background. The initial (pre-evolution) genotype of the strain used in our current study is the following:

*MATα, leu2-3,112, trp1-1, can1-100, ura3-1, ade2-1, his3-11,15, ho*::HIS5-P*_GAL1_*-YFP.

During those multi-day microevolution experiments, cell populations corresponding to each independent replicate were periodically collected/preserved as frozen stocks. For the current study, we have revived the L3 replicate (L for Low YFP; Luo et al., 2020) by streaking its cells on synthetic complete media plates containing 2% glucose, followed by plate growth for 48 h. Liquid cultures inoculated with those revived cells were grown at 30°C in a shaking-incubator (225 rpm) in a volume of 10 ml, in synthetic complete media containing 0.1% mannose as a non-inducing sole carbon source and grown for 22 h. After this initial liquid growth period, GAL1 expression was induced by transferring the cells to 10 ml fresh synthetic complete media containing 0.1% mannose and 0.2% galactose as carbon sources and grown in the shaker-incubator for another 24 h.

### Flow cytometry data acquisition

After the induction period described in the above section, the YFP expression distribution of 10,000 cells was measured by flow cytometry (FACSVerse, BD), using the FITC-A filter set. To minimize potential variations in size and/or morphology of the measured cells, we gated them by applying a narrow FCS-SSC range corresponding to the densest ~25% of the total cell population. We note that we did not perform any sorting experiments for the current study; cells revived from the frozen cultures (frozen on specific days of the evolution experiment for a specific experimental replicate) of our previous study (Luo et al., 2020) were analyzed by flow cytometry based on the above description.

### ATAC-seq sample preparation and obtaining the raw data

After the induction period described in the above section, yeast cells were prepared for ATAC-seq as described previously (Hendrickson et al., 2018a). Briefly, 5 million cells were pelleted (2 min/4600 rpm) and washed twice with Spheroplasting Buffer (SB: 1 M sorbitol, 40 mm HEPES [pH7.5], 10 mm MgCl_2_) at room temperature, and resuspended in 190 μl of SB + 10 μl of Zymolyase-100 T 10 mg/ml dissolved in SB. Cells were incubated at 30°C for 30 min with rocking. Spheroplasts were pelleted (2 min/4600 rpm), washed twice with SB at room temperature, and resuspended in 50 μl of Tagmentation Mix (25 μl Tagment DNA Buffer, 22.5 μl nuclease-free water, 2.5 μl Tagment DNA Enzyme1, Illumina #20034210). The tagmentation reaction was incubated at 37°C for 30 min with no shaking or mixing. Later, DNA was then purified with the QIAquick PCR Purification Kit (Qiagen #28104) following the manufacturer’s protocol, eluted in 11 μl of water, and stored at-20°C until ready for PCR. PCR reactions were set up as follows: we mixed 25 μl of NEBNext Hi-Fidelity 2X PCR Master Mix, 7.5 μl of water, 6.25 μl of universal primer (Ad1, 10 μm), 6.25 μl of barcoded reverse primer (Ad2.1-Ad2.12, 10 μm), and 5 μl of DNA from the previous step. The primers were HPLC-purified after synthesis; their sequences are listed on Supplementary Table S1. The thermocycler was programmed as follows: 72°C for 5 min (one cycle); 98°C for 30 s (one cycle); 98°C for 10 s, 63°C for 30 s; 72°C for 1 min (ten cycles); and hold at 4°C. The amplified libraries were cleaned up using Ampure XP magnetic beads (Beckman Coulter #A63880), first removing large amplicons (>1,000 bp) using 0.4× volume of beads, and later selecting fragments >100 bp using 1.5× volume of beads. The latter beads were washed twice with 80% ethanol, dried, and resuspended in 22.5 μl of water to elute the DNA. The final solution was repurified with the QIAquick PCR Purification Kit, eluted in 22 μl of water, and QC-analyzed on a 2100 BioAnalyzer Instrument (Agilent #G2939B).

After the QC, the libraries were pooled at an equimolar ratio for multiplexing and sequenced with a NovaSeq 6000 System (Illumina), generating 15 M of 100 bp paired-end reads per sample (Yale Center for Genome Analysis, West Haven). The reads were barcode-demultiplexed before further analysis.

### ATAC-seq data processing

Low-quality reads were removed, and adaptor contamination was trimmed using Trim Galore (v0.5.0; Krueger et al., 2018). Trimmed reads were mapped to the *Saccharomyces cerevisiae* genome assembly R64 (sacCer3) using Bowtie2 (v2.2.9; Langmead and Salzberg, 2012). Peaks were called using MACS2 (v2.1.1; Feng et al., 2012) and annotated using the HOMER program annotatePeaks.pl. (v4.10.3; Heinz et al., 2010). To identify the differentially open chromatin regions between specific time points, we first pooled the peaks from the two timepoints involved by merging the overlapping peaks using BEDTools (v2.30.0; Quinlan and Hall, 2010), then counting the reads located in the merged peaks using featureCounts (v1.6.3; Liao et al., 2014), and finally identifying the differentially binding regions using DESeq2 (v1.30.1; Love et al., 2014).

### Gaussian process test for dynamic time-course data and clustering

Standardized ATAC-seq counts for each peak (identified by MACS2) were fitted to a Gaussian process regression model (Yang et al., 2016) with a radial basis function (RBF) kernel plus a white noise kernel to represent a dynamic model, and a pure white noise kernel to represent the static model, respectively. A stringent *χ*^2^ test with one degree of freedom was applied to the log-likelihood ratio (LR) statistics, with $\mathrm{LR}=-2\ln\left({\hat{L}}_{RBF}-{\hat{L}}_{STATIC}\right),$ where ${\hat{L}}_{RBF}$ and ${\hat{L}}_{STATIC}$ are the maximum likelihoods for the Gaussian process model and a static model, respectively (Yang et al., 2020). A value of p of 0.05 was deemed significant, but just 25/3515 peaks (0.71%) fulfilled this stringent criterion. A more inclusive threshold of LR < −0.25 was applied to ATAC-seq peaks prior to clustering, representing 7.8% of the total (274/3515). These ATAC-seq peaks were clustered using a Gaussian process mixture model (Hensman et al., 2013). This analysis was done by adapting a code previously produced (Yang et al., 2020) and applying it to our data. Parts of the used code are written in R (R Core Team, 2021), using the ‘gptk’ package (Kalaitzis et al., 2014), and others are written in Python, using the GPy (Sheffield Machine Learning Software, 2012) and GPclust (Hensman et al., 2014) libraries, besides the ones included in the Anaconda data science toolkit (Anaconda Inc., 2020). The original code can be found at the following site: https://github.com/ManchesterBioinference/IntegratingATAC-RNA-HiC/tree/master/ATACseq

### Statistical analysis of peak composition

We computed the percentages of each kind of transcriptional units mapped to our ATAC-seq peaks (mRNA, tRNA, or other), as well as their location within the transcriptional unit (TSS, TES, exon, or intergenic region), and for the fraction of peaks identified as dynamic. We compared the percentages of each class in the dynamic peaks vs. the percentage on rest of the peaks by computing a Z score for two population proportions by the formula $Z=\frac{\left({\bar{p}}_{1}-{\bar{p}}_{2}\right)-0}{\sqrt{\bar{p}\left(1-\bar{p}\right)\left(\frac{1}{n_{1}}+\frac{1}{n_{2}}\right)}}$ , where ${\bar{p}}_{1}$ and ${\bar{p}}_{2}$ are the respective proportions of each population for a particular class, $\bar{p}$ is the combined proportion of that class, and $n_{1}$ and $n_{2}$ are the total number of peaks in each population. The associated two-sided value of *p* was calculated with the *Z* distribution and the change was considered significant if the value of *p* ≤ 0.05.

### Over-representation analysis of dynamic peaks

We explored if any gene set was overrepresented among the peaks clustering in each of the dynamic categories we have identified, using as input the SGD gene IDs associated with the peaks within each category using WebGestalt (Liao et al., 2019). We have selected *Saccharomyces cerevisiae* as the organism of interest and ORA as the analysis method. We explored the three Gene Ontology functional domains (Biological Process, Molecular Function, and Cellular Component) as well as the KEGG pathways database, keeping the values for the advanced parameters at their default levels. Those gene sets with a False Discovery Rate (FDR) smaller or equal to 0.1 were considered significant, which in our case was none.

### Gene set enrichment analysis of ATAC-seq peaks corresponding to differential compaction on consecutive time points

We performed comparisons of the ATAC-seq peaks observed in time-consecutive samples using DESeq2 as described above. For those comparisons with a large number of differentially changed peak values, we have used the SGD gene ID associated with each peak and the log_2_-fold change across samples for those peaks displaying significant changes (*p*_adj_ < 0.05) as input for performing GSEA using WebGestalt (Liao et al., 2019). For genes that were associated with multiple peaks, each peak was separately considered and compared across time points and accounted in the GSEA. We have selected *Saccharomyces cerevisiae* as the organism of interest and GSEA as the analysis method. We explored the three Gene Ontology functional domains (Biological Process, Molecular Function, and Cellular Component) as well as the KEGG pathways database, keeping the advanced parameters at their default levels; we selected to obtain the top5 categories positively or negatively enriched in each of the domains/database. Those gene sets with a False Discovery Rate (FDR) smaller or equal to 0.1 were considered significant.

## Results

### Laboratory evolution of the yeast genome under selection pressure

As part of our recent study, we performed a 28-day-long laboratory evolution experiment by subjecting wild-type yeast cells expressing P_GAL1_-YFP to repeated environmental selection in the form of daily sorting. During the first 7 days, the cells were sorted daily based on the lowest 5% of the YFP expression, and were regrown in the same environment until the next day’s sorting activity. We saw varying degrees of reductions in reporter expression at the end of the 7-day selection period (Luo et al., 2020). These expression reductions persisted for most of the biological replicates during an additional 21-day-long selection-free growth period, showing the stable nature of the expression changes as a result of the selection pressure.

Cloning a second reporter, P*_TEF1_*-mCherry or P*_GAL1_*-mCherry, in the same strain carrying the P_GAL1_-YFP cassette and performing YFP sorting experiments on both strains led to no change in the expression level of mCherry in the P*_TEF1_*-mCherry strain, but significant reduction in the mCherry expression level in the P*_GAL1_*-mCherry strain. Therefore, the reduced expression originally observed was found to be due to factors in the GAL network rather than global factors that could be expected to also affect the expression from P*_TEF1_*-mCherry. We further found that the local chromatin environment of the reporter cassette had a significant effect on the observed phenotype (Luo et al., 2020).

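ATAC-seq uses the Tn5 transposase to cut accessible DNA and tag it for sequencing, so that less compact chromatin gives more reads. Yeast populations frozen on 5 days of the evolution experiment were revived and induced in 0.1% mannose and 0.2% galactose, and 2 libraries of each day were analysed. The methods name 1 evolution replicate, L3, as the one revived. The p-values between days therefore do not measure the spread between independently evolved populations. The authors mapped the reads to the R64 assembly, called peaks for each day, merged the overlapping peaks, and counted the reads of each library in the merged peaks. They deposited these counts, and the same counts divided by a size factor per library. The libraries held 10772510 and 14296616 counts in peaks on Day 0, 14857400 and 11713101 on Day 3, 18693542 and 15873696 on Day 7, 9446104 and 15068275 on Day 10, and 4748625 and 10515135 on Day 28. The paper's text gives a read number per sample, and all values here use the counts in peaks. The Day 3 and Day 28 libraries and 1 of the Day 10 libraries were sequenced in 2 runs, and the others in 1 run, so that run number and day cannot be told apart except on Day 10. The 352 peaks with the most counts held between 33.2% and 44.1% of a library's counts. Replicate counts differed by more than counting noise, with a chi-square statistic per peak between 6.18 on Day 7 and 25.8 on Day 0. Days were compared with edgeR's quasi-likelihood test after TMM normalization, in a fit of the 4 libraries of the days compared. A peak was called differential at a Benjamini-Hochberg adjusted p under 0.05. The peaks merged over all days were used here, whereas the paper pooled the peaks of the time points compared.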

To understand how genome-wide chromatin compaction states changed during the course of evolution, we applied the ATAC-seq assay on samples revived from different days of our evolution experiment, including days 0, 3, 7, 10, and 28. The revived expression distributions also displayed the previously-observed expression reduction between days 0 and 7, and stability between days 7 and 28 (Figures 2A,B).

**Figure 2:**
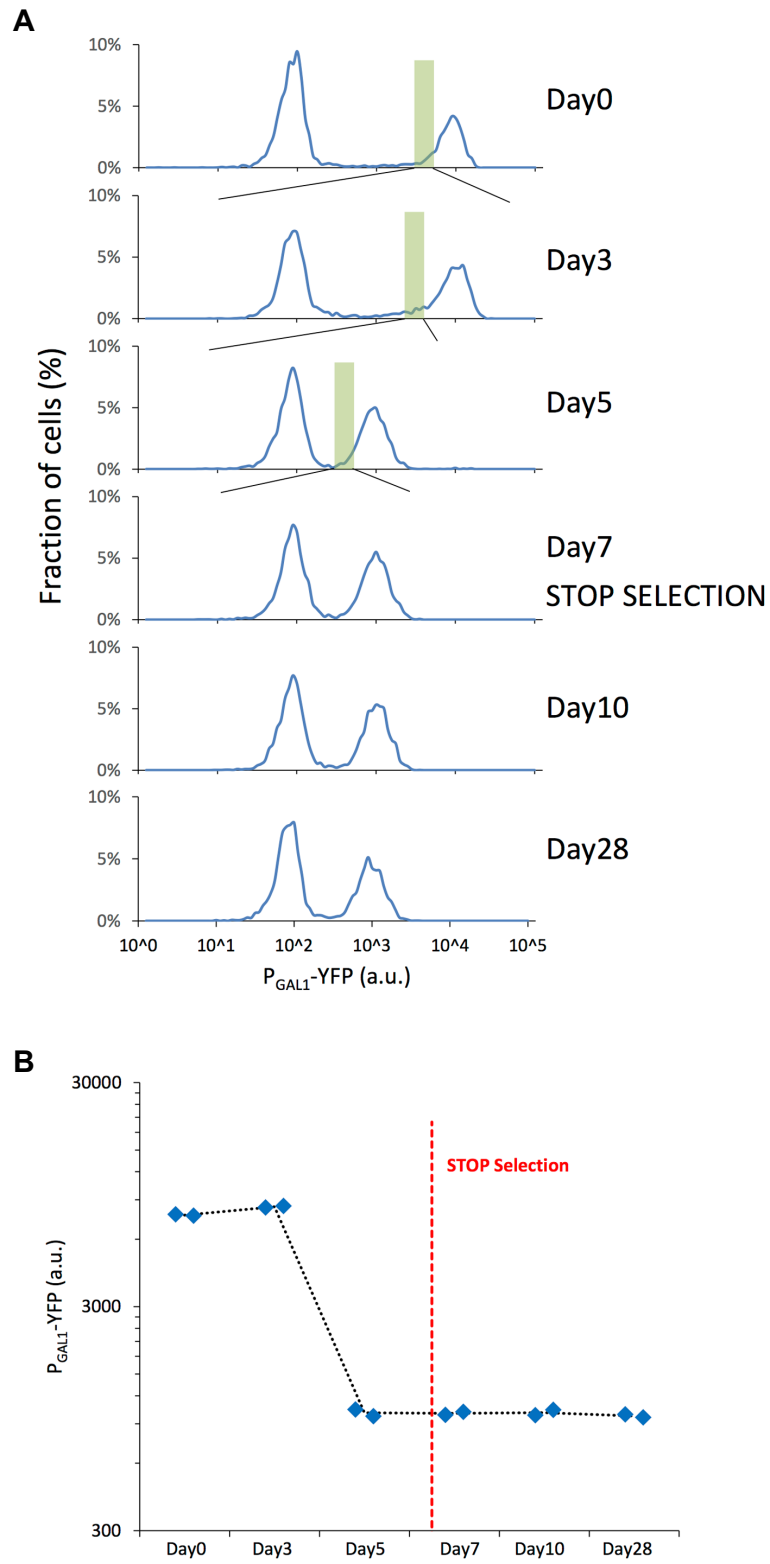
Microevolution experiment with selection of the cells with low YFP expression. **(A)** P_GAL1_-driven YFP expression distributions of the revived yeast cells grown in 0.1% mannose & 0.2% galactose synthetic complete media, indicating the fraction of cells expressing different levels of YFP with cell fractions indicating normalization to the total number of cells plotted in each panel. The expression distributions correspond to the different days of the original evolution experiment. The green rectangle represents the selected/sorted population at each time point, corresponding to the lowest 5% of the YFP-ON cells. The peak left to the gray dashed line corresponds to OFF expression state of the bistable GAL network. **(B)** Mean P_GAL1_-YFP expression of the ON cells was measured on selected days of the microevolution experiment. Blue diamonds represent the values of each replicate. The red dashed line represents the moment when selection pressure was lifted.

### Global chromatin compaction analysis of the evolving yeast genome under selection pressure

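The deposited peaks were looked up around each GAL network gene on the R64 assembly. GAL7 had a peak on chromosome II from 275380 to 277089, and GAL10 one from 278332 to 279025. GAL80 had a peak on chromosome XIII from 171034 to 171752. GAL2 had a promoter peak on chromosome XII from 289108 to 290690 and a shorter peak from 291415 to 291782. The shorter peak was annotated to the transcription end site of YLR082C. It lies within the GAL2 gene (290212 to 291936) and not at its promoter. No merged peak was assigned to GAL1, GAL3, or GAL4. The start of GAL3 lies in a peak on chromosome IV from 461062 to 463485, which was assigned to YDR008C. The start of GAL4 lies in a peak on chromosome XVI from 82072 to 85838, which was assigned to YPL247C. Over the 10 libraries the lowest count was 835 for the GAL80 peak and 267 for the shorter GAL2 peak.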

We detected ATAC-seq peaks mapping to all GAL network genes across most of the time points (Figures 3A,B; Supplementary Files 1, 2). Chromatin around the GAL2 and GAL10 genes became significantly less compact between days 0 and 3, with the reverse trend observed for GAL2, GAL7, and GAL10 between days 3 and 7. 

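The GAL10 peak rose from 5284 ± 265 (SD, n = 2) normalized counts on Day 0 to 7642 ± 546 (SD, n = 2) on Day 3. Its log2 fold change was 0.51 (standard error 0.13, adjusted p = 0.00148 from edgeR's quasi-likelihood test). The GAL2 promoter peak rose from 4890.3 ± 54.1 (SD, n = 2) to 6369 ± 614 (SD, n = 2), a log2 fold change of 0.36 (standard error 0.11, adjusted p = 0.0161 from edgeR). GAL7 (log2 fold change 0.014) and GAL80 (0.14) were not called. Loess normalization on peak abundance moved these values most, to 0.30 for GAL10 and to 0.18 for GAL2, which was then not called (adjusted p = 0.114 from edgeR). With each library left out in turn, the log2 fold change of GAL10 stayed between 0.44 and 0.59 and that of GAL2 between 0.26 and 0.46. From Day 3 to Day 7 the log2 fold change was -0.54 for GAL10 (adjusted p = 1.48e-09 from edgeR), -0.46 for the GAL2 promoter (adjusted p = 5.45e-08) and -0.36 for GAL7 (adjusted p = 6.84e-07). The shorter GAL2 peak fell by 1.42 and GAL80 fell by 0.54 on the log2 scale, and both were called.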

Note that the GAL10 peak was assigned to the promoter region, so it could be equally assigned to GAL1 as both genes share a bidirectional promoter (Lohr, 1997; Elison et al., 2018).

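GAL10 (YBR019C) lies on the minus strand of chromosome II from 276253 to 278352 in R64, and GAL1 (YBR020W) on the plus strand from 279021 to 280607. The peak assigned to GAL10 is 694 bp long with a GC content of 36.0%, and it covers the region between the starts of both genes. None of its 100-base windows occurs elsewhere in the reference genome. The strain, however, carries a further GAL1 promoter in the YFP reporter at the ho locus, which the reference lacks. Reads from the reporter may therefore be counted in this peak, and its changes cannot be assigned to the native locus alone.

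**Figure D1:**
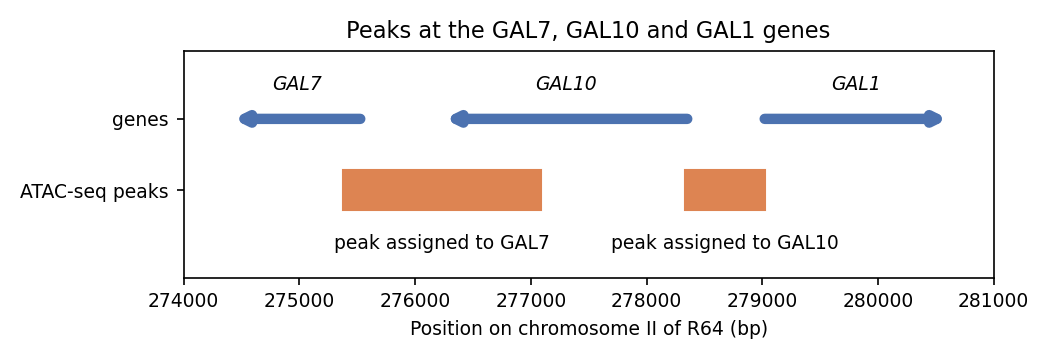
Map of chromosome II of R64, with the position in bp on the horizontal axis, the GAL7, GAL10, and GAL1 genes as arrows in the direction of transcription, and merged ATAC-seq peaks as boxes. The peak assigned to GAL10 spans the region between the starts of GAL10 and GAL1.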

**Figure 3:**
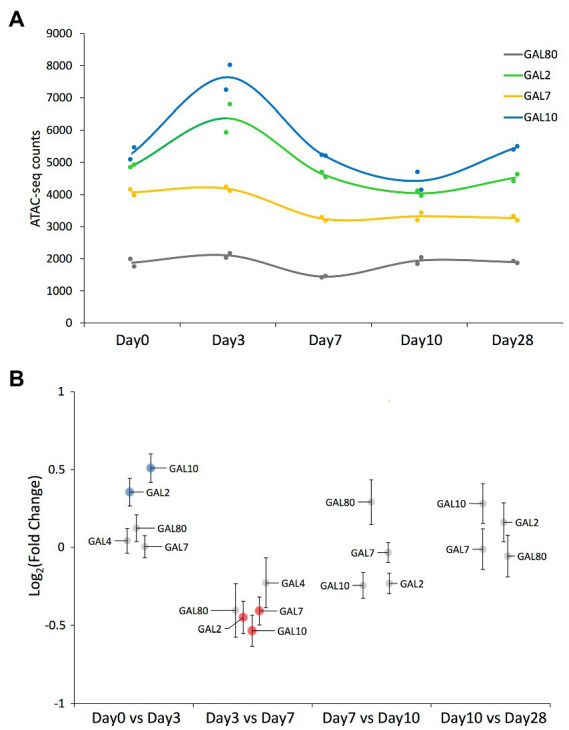
ATAC-seq results on peaks mapped to the GAL network genes. **(A)** ATAC-seq peak value of those peaks mapping to the GAL network genes that have been detected across all time points. Solid circles represent the values corresponding to each replicate, while the smooth line represents the average value at each time point. Each gene’s common name is indicated in the figure panel. **(B)** Swarm plot showing the log_2_-fold change on each of the ATAC-seq peaks mapping to the GAL network genes, comparing samples of consecutive time points. Each peak’s associated gene is indicated by a label (note that GAL4’s associated peak was not detected in the last two time points). Significantly differential peaks (*p*_adj_ < 0.05) are plotted either in blue (if increased in the latter time point) or in red (if increased in the former time point).

Altogether, we detected 3,515 significant ATAC-seq peaks (Figure 4A, Supplementary File 1), and most of them localized at the promoter/TSS regions (Supplementary Figures S1, S2, S3A). 

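The 3515 merged peaks had a median length of 868 bp, ranging from 148 to 5417 bp, and covered 33.1% of the nuclear genome. In the authors' annotation 3001 peaks (85.4%) were at promoters or TSS, 376 (10.7%) at transcription end sites, 114 (3.24%) in exons, and 24 (0.683%) were intergenic. The assigned unit was an mRNA for 3270 peaks, a tRNA for 189, and of another kind for 56. By their names, 2947 of the merged peaks were called on Day 0, 2952 on Day 3, 2946 on Day 7, 3399 on Day 10, and 3187 on Day 28. A total of 2711 were called on all 5 days and 253 on 1 day.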

To understand if there were any temporal peak dynamics, we applied a Gaussian process mixture model. 

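Temporal models were fitted to the deposited normalized counts, averaged per day and standardized for each peak. A Gaussian process with a radial basis function and white noise was set against white noise alone, on a grid of length scales from 1 to 56 days. With a chi-square test on the gain in log likelihood, 21 of the merged peaks (0.597%) had an unadjusted p under 0.05. In 10000 simulated series of white noise, drawn independently of each other unlike the peaks, 2.04% passed this test. With each of the 10 libraries left out in turn, between 13 and 40 peaks passed. Entering the libraries as separate points moved the count most, to 1529. In that fit replicates share a time point, so any difference between days beyond the replicates can raise the gain. It therefore asks a wider question than a smooth time course.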

By applying a very stringent χ^2^ test on the log-likelihood ratio (LR) after fitting the dynamic and static models on the data, just 25 peaks (0.71%) could be considered to have a dynamic trend (value of *p* <0.05). 

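At a gain in log likelihood above 0.25, 217 peaks (6.17%) were dynamic. Leaving out 1 library at a time gave between 163 and 376 peaks. The count was 279 when the gain was doubled before the threshold, 580 with equally spaced days, 300 after loess on peak abundance, and 3044 with the libraries as separate points. Among the simulated white noise series, 21.2% passed this threshold. These series are independent of each other and the peaks are not. The lower share of peaks therefore does not show fewer dynamic peaks than noise would give. Of 100 orders of the days, 81 gave at least as many dynamic peaks as the real one. Averaging leaves the replicates out of this model, and edgeR's quasi-likelihood F test over the 5 days, which uses them, called 2499 peaks. These included 34.1% of the dynamic peaks and 73.5% of the other peaks.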

We then used a more permissive threshold of LR < −0.25 to consider a particular fit to be dynamic, leading to the identification of a total of 274 peaks (7.8%). 

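Of the dynamic peaks in the refitted model, 202 (93.1%) were at promoters or TSS, compared with 84.9% of the other peaks. The difference had p = 9.04e-04 in a two-sided Z test of proportions and p = 4.72e-04 in a two-sided Fisher's exact test. Both tests treat the peaks as independent. Leaving out 1 library at a time gave promoter shares between 88.6 and 93.5%. Without the unprimed Day 10 library, Fisher's exact test gave p = 0.218. With the libraries as separate points, where any difference between days can count, the share was 84.6%, below the 90.2% of the other peaks.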

Among those peaks with temporal dynamics, their location within the transcriptional unit was further analyzed and we found them to be overrepresented in the promoters (value of *p* = 3.54E-04, Supplementary Figure S3A). Intriguingly, tRNA transcriptional units were overrepresented in the fraction of dynamic peaks compared to the whole detected peak population (value of *p* = 9.74E-03, Supplementary Figure S3B). Those dynamic peaks could further be clustered in six categories based on their specific dynamic behavior (Figure 4B; Supplementary File 1). 

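In the refitted model 20 dynamic peaks (9.22%) and 5.12% of the other peaks were assigned to tRNA units (two-sided Z test, p = 0.00963; two-sided Fisher's exact test, p = 0.0182). The share lay between 6.76 and 13.4% when each library was left out in turn, and Fisher's exact test gave p = 0.271 without the primed Day 10 library and p = 0.115 without the primed Day 28 library. It was 5.52% with equally spaced days, 6.67% after loess on peak abundance, and 10.8% with the gain doubled, with p = 0.841, p = 0.285, and p = 1.55e-04 in Fisher's exact test. By the unit in which the peak was annotated, 4.61% of the dynamic peaks and 2.49% of the other peaks were at tRNAs (Fisher's exact test, p = 0.0741).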

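The clusters were not recomputed, and the dynamic peaks of the refitted model were sorted by the day of their highest mean. The highest mean fell on Day 0 for 49 peaks, on Day 3 for 30, on Day 7 for 16, on Day 10 for 30, and on Day 28 for 92. Of these, 99 were again dynamic after loess on peak abundance.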

We identified the genes associated with each category and wanted to see if any gene set was particularly enriched on those categories by performing Over-Representation Analysis (ORA) on each of the categories. While we explored the biological process, molecular function, and cellular component domains of the Gene Ontology as well as the KEGG pathways, we did not find any gene set significantly overrepresented in any of the categories. Also, no gene set was enriched when we inputted into ORA the genes associated with the 274 dynamic peaks we identified (data not shown).

**Figure 4:**
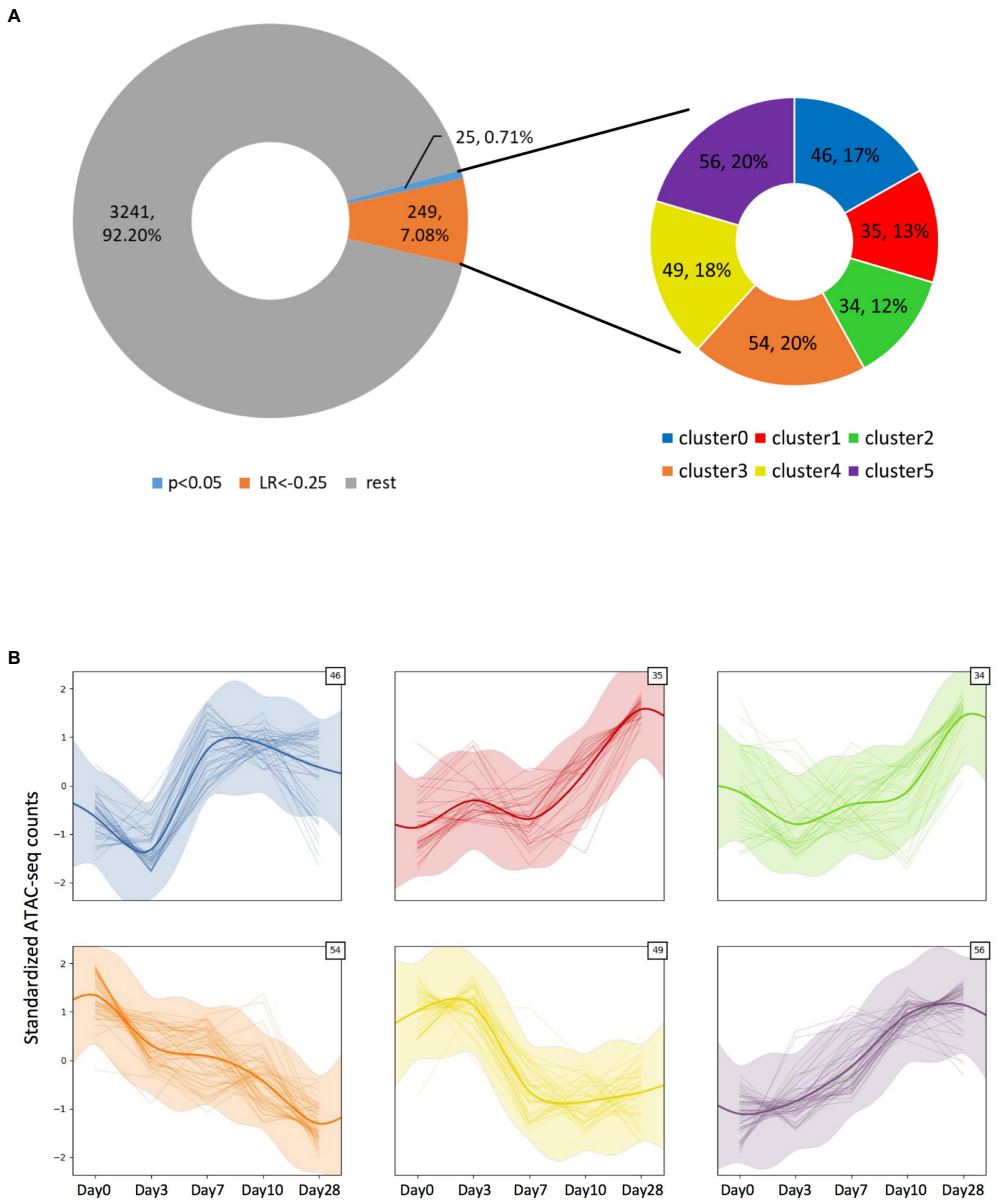
Identification of the ATAC-seq peaks displaying temporal dynamics. **(A)** Doughnut chart representing all significant peaks observed from the ATAC-seq assay. Among them, a small fraction displays significant (value of *p* > 0.05) temporal dynamics as defined by a Gaussian process mixture model, but by applying a log-likelihood ratio-based criteria with LR < −0.25, ~7.8% of the peaks could be considered to have dynamic behavior. The dynamic peaks could be clustered into six categories, depending on their specific dynamic behavior. **(B)** Plots showing each category’s dynamic behavior defined by the Gaussian process mixture model mean and SD (represented by the thick smoothed line and shaded ribbon), as well as each clustered peak count value across time (thin lines). The number on the top-right corner indicates the number of peaks included in each cluster.

Next, we compared each ATAC-seq peak’s value between consecutive days, and identified the significantly differential peaks (*p*_adj_ < 0.05). Most of the significant chromatin compaction changes occurred between days 0 and 3 when the selection pressure was first applied (898 differentially compacted peaks, Figure 5A), and then between days 7 and 10 when the selection pressure was lifted (1864 differentially compacted peaks, Figure 5C). 

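Between Day 0 and Day 3, 663 peaks (18.9%) were differential, with a median absolute log2 fold change of 0.37. Between Day 7 and Day 10, 2459 peaks (70.0%) were differential, with a median of 0.46. DESeq2 called 891 and 2179 peaks, sharing 629 and 2153 with edgeR in the same direction. A minimum absolute log2 fold change of 0.5 moved the counts most, to 112 and 1069. Log2 fold changes followed peak abundance, with correlations across peaks, which are not independent replicates, of 0.64 from Day 0 to Day 3 and -0.74 from Day 7 to Day 10. After loess on peak abundance, 302 of the first calls (45.6%) and 1396 of the second (56.8%) were made again in the same direction. The largest rises from Day 0 to Day 3 were at LEU2 (log2 fold change 1.97, standard error 0.20, adjusted p = 1.41e-20 from edgeR) and FRT1 (1.67), and the largest falls at RRP6 (-0.79) and CCL1 (-0.76). From Day 7 to Day 10 the largest rises were at TIR4 (2.39) and YDR261C-C (2.24), and the largest falls at YNL194C (-1.66) and GIP2 (-1.65). In the YDR261C-C peak 20.3% of the windows occur elsewhere in the genome.

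**Figure D2:**
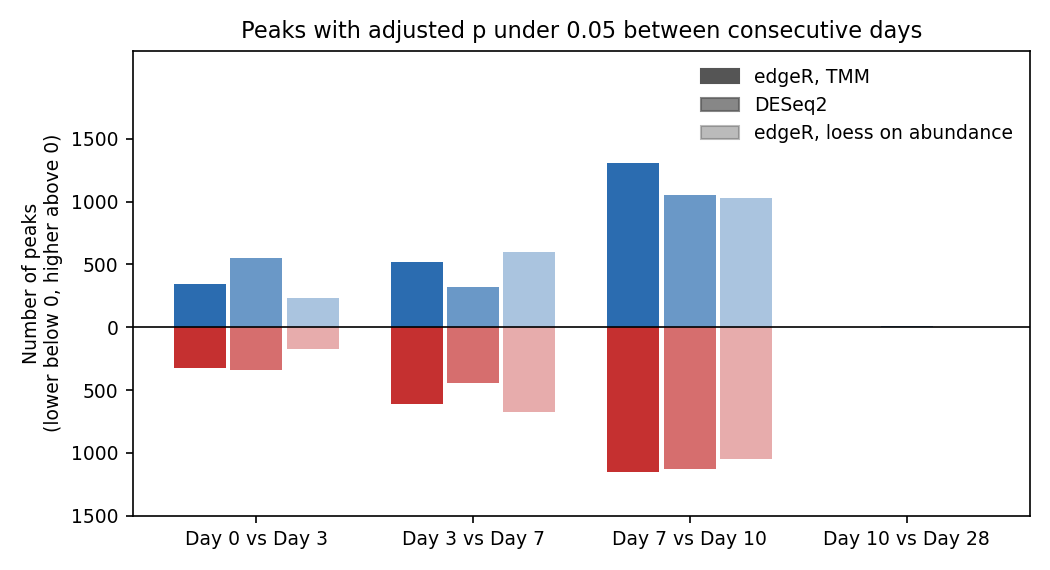
Number of differential peaks between consecutive days, with peaks higher on the later day above 0 and lower ones below 0. Shades stand for edgeR with TMM, DESeq2, and edgeR with loess on peak abundance, and the tallest bars are those of Day 7 vs Day 10.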

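From Day 0 to Day 3, 342 differential peaks were higher and 321 lower, and from Day 7 to Day 10, 1308 were higher and 1151 lower. With total counts in peaks in place of TMM, the split was 200 higher and 862 lower in the first comparison, and 2303 higher and 579 lower in the second. Total counts put the median log2 fold change of all peaks at -0.21 and 0.36.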

Among these significant compaction differences, the fraction of peaks experiencing increases in chromatin compaction was roughly the same as the fraction of peaks experiencing decreases in chromatin compaction (Figure 5; Supplementary File 2), indicating that the chromatin did not change its compaction state uniformly across the genome. Only ten genes were found to have altered chromatin compaction between days 3 and 7 (while the selection was present), with three of them belonging to the GAL network (GAL2, GAL7, and GAL10; Figures 3B, 5B). 

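In the peaks merged over all days, 1128 (32.1%) were differential between Day 3 and Day 7, with 515 higher and 613 lower on Day 7 and a median absolute log2 fold change of 0.28. DESeq2 called 767 peaks, of which 745 were shared with edgeR in direction. A single fit of all 10 libraries called 511. With an absolute log2 fold change of at least 0.5, 180 passed. Of the edgeR calls 1017 (90.2%) were made again in the same direction after loess on peak abundance. The largest rises were at UBP5 (log2 fold change 1.09, standard error 0.060, adjusted p = 1.24e-25 from edgeR) and YIG1 (1.00). The largest falls were at YDR261C-C (-1.72) and FLO10 (-1.46). After loess on peak abundance these falls were -0.89 and -0.77, smaller than that of the shorter GAL2 peak (-1.18). With 1 library left out, the log2 fold change of YDR261C-C ranged from -2.08 to -1.15.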

Regarding the remaining seven transcriptional units identified, one codes for alanine tRNA, five of them code for uncharacterized or dubious ORFs (YFL063W, YHR217C, YLL066W-B, YLL065W, YLR081W, and YML122C), and the last one for the plasma membrane permease GIT1 which mediates uptake of glycerophosphoinositol and glycerophosphocholine. 

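All 10 peaks of the genes named for this comparison, alanine tRNA aside, were called lower on Day 7, also after loess on peak abundance. YLR081W is the systematic name of GAL2. The GIT1 peak on chromosome III (298574 to 299909) had a log2 fold change of -0.39 (standard error 0.063, adjusted p = 7.75e-07 from edgeR). The YML122C peak on chromosome XIII (25837 to 27019) fell by 0.52 on the log2 scale, and PHO84, on the minus strand from 24037 to 25800, starts beside it. The log2 fold change was -0.41 for YFL063W, -0.45 for YHR217C, -0.50 for YLL066W-B, and -0.47 for YLL065W. Of the windows in these peaks, 22.0% in YFL063W, 13.6% in YLL066W-B, and 10.5% in YLL065W occur elsewhere in the genome. YFL063W was not called in a single fit of all libraries (adjusted p = 0.0747 from edgeR). Of 13 peaks assigned to alanine tRNAs, 9 were called and 8 of these were lower, and their log2 fold changes ran from -0.71 to 0.53.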

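Between Day 10 and Day 28, 0 peaks of the merged set were called by edgeR, while 196 had an unadjusted p under 0.05. The HXT7 peak on chromosome IV (1155872 to 1157842) and the YKR040C peak on chromosome XI (517800 to 519699) both had an adjusted p of 0.812 from edgeR. DESeq2 called 6 peaks, all higher on Day 28, at HXT7 (adjusted p = 1.60e-04), YKR040C (adjusted p = 0.00101), HEM12, YDR344C, RRN5, and SOK2. The last 4 were singled out after their values were seen. DESeq2 gave no adjusted p to the GAL network peaks, so its calls come from a part of the peaks, whereas edgeR tested 3515. Across peaks the log2 fold change had a correlation of 0.62 with peak abundance. Both days have an unprimed and a primed library. With these labels as a replicate block 1 peak was called, at RRP6, also named after its value was seen. Same-labelled libraries deviated in opposite directions, with a correlation across peaks of -0.67. Crossing the labels, a pairing chosen after seeing the data, gave 532 peaks. The paired log2 differences of HXT7 were 0.58 and 0.67 by label and 0.50 and 0.75 crossed. Those of YKR040C were 0.47 and 0.59 by label and 0.50 and 0.56 crossed. For both peaks edgeR's adjusted p was 1.000 with the block by label and 2.54e-07 with the crossed block.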

Between day10 and day28, during which no selection pressure was applied, just 2 transcriptional units were found to have differential accessibility, the hexose transporter HXT7 and a dubious ORF unlikely to code for a protein (YKR040C). Nonetheless, the fold-change in chromatin accessibility on those transcriptional units was quite low (~0.5 in log_2_ scale), indicating that there is no appreciable change on chromatin compaction between the two time points.

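The log2 fold change was 0.61 for HXT7 (standard error 0.14) and 0.51 for YKR040C (standard error 0.13), and both Day 28 libraries lay above both Day 10 libraries. Leaving out 1 library at a time gave 0.54 to 0.71 and 0.49 to 0.58. Loess on peak abundance moved them most, to 0.40 and 0.30. In the whole merged set, 8 peaks changed by at least 0.5 on the log2 scale at any p, compared with 138 from Day 0 to Day 3. The YKR040C peak also covers the start of UTH1 (chromosome XI, 519527 to 520624).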

**Figure 5:**
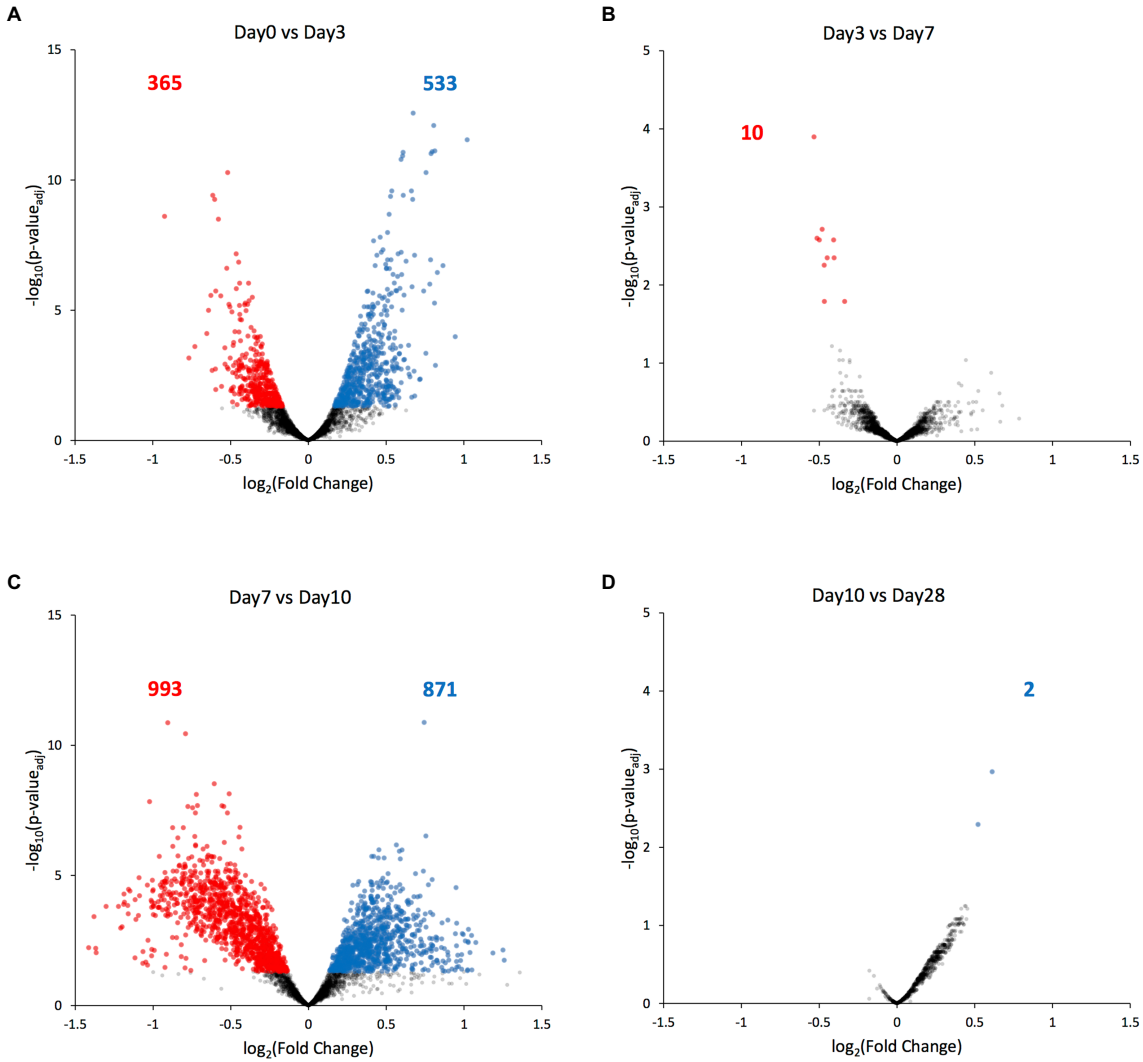
Genes with differentially compacted chromatin between consecutive time points. **(A–D)** Volcano plots comparing each ATAC-seq peak’s value at consecutive time points as a log_2_ fold-change. Significantly differential peaks (*p*_adj_ < 0.05) are plotted either in blue (if increased in the latter time point) or in red (if increased in the former time point). The blue and red numbers indicate the number of genes with significantly altered chromatin compaction between each time point.

### Gene set enrichment analysis on the differentially compacted chromatin loci

To find out the gene sets associated with the differentially compacted chromatin loci between the days displaying most of the significant compaction changes, we performed Gene Set Enrichment Analysis (GSEA) between datasets corresponding to days 0 vs. 3, and days 7 vs. 10. We explored gene sets corresponding to the biological process, molecular function, and cellular component domains of the Gene Ontology as well as the KEGG pathways. Normalized enrichment scores for the top5 gene sets with increased or decreased chromatin compaction between these datasets were calculated (Figure 6; Supplementary Figures S4–S6; Supplementary Table S2). Corresponding to the significantly enriched gene sets, there were categories such as ‘mitochondrial gene expression’, ‘methylation’, ‘RNA modification’, and ‘generation of precursor metabolites and energy’, meaning that the changes in chromatin compaction affected a wide range of processes and pathways within the cell. 

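The gene set database of the paper was not used here, and 6 sets defined by gene symbols were tested with limma's camera in both comparisons. From Day 0 to Day 3, the 75 peaks of cytosolic ribosomal protein genes had a median log2 fold change of 0.24 (adjusted p = 2.58e-08 from limma), and 55 of them rose. Those of mitochondrial ribosomal proteins, standing for mitochondrial gene expression, had a median of -0.11 (adjusted p = 0.0111 from limma), and 10 of 41 rose. From Day 7 to Day 10 the medians were -0.43 for the cytosolic and 0.042 for the mitochondrial ribosome (adjusted p = 2.58e-08 and 0.579 from limma). With loess on peak abundance the cytosolic ribosome again changed in opposite directions, with medians of 0.14 and -0.21 (adjusted p = 6.67e-05 and 2.83e-05 from limma). These values use camera's default correlation between genes. Estimating it for each set moved the results most, and the lowest adjusted p of all sets was then 0.615 from limma. With 2 libraries per day that setting has little power, so failing it does not show that the sets were unchanged.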

Interestingly, some of the gene sets that have been identified as increased between the Day0 vs. Day3 comparison were decreased in enrichment between the Day7 vs. Day10 comparison (or vice versa); ‘methylation’ in the GO term Biological Process domain and ‘glycolysis/gluconeogenesis’ among the KEGG pathways categories can be given as two examples. Such ‘reversible’ gene sets were present in each of the GO term domains and KEGG pathways, but those categories were not always significantly enriched at the FDR level. 

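The 28 peaks of the methylation set had a median log2 fold change of -0.084 from Day 0 to Day 3 and 0.19 from Day 7 to Day 10 (adjusted p = 0.0387 and 0.0688 from limma's camera). The 23 peaks of glycolysis and gluconeogenesis genes had medians of 0.27 and -0.42 (adjusted p = 9.57e-04 and 0.0111 from limma), with 20 and 6 of them rising. After loess on peak abundance the glycolysis medians were 0.062 and 0.036, neither called.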

Nonetheless, the fact that the same enrichment categories are found on the opposite ends of the spectrum (from high to low levels of chromatin accessibility) both at the beginning and end of the selection process is very intriguing, even if not all categories were scored with a significant FDR. We note that the reversibility is not a global behavior applicable to all genes. It is only achievable by certain genes or gene sets, with other enriched gene sets not displaying reversible behavior across the different periods of the evolution experiment. 

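Among the peaks called both from Day 0 to Day 3 and from Day 7 to Day 10, 70 changed in the same direction both times. The 189 peaks of tRNA genes had medians of 0.060 and 0.10 (adjusted p = 0.0111 and 0.0474 from limma's camera), with 121 of them rising in each comparison.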

We expect future research to mechanistically uncover the beneficial impact of displaying reversibility by certain gene groups.

**Figure 6:**
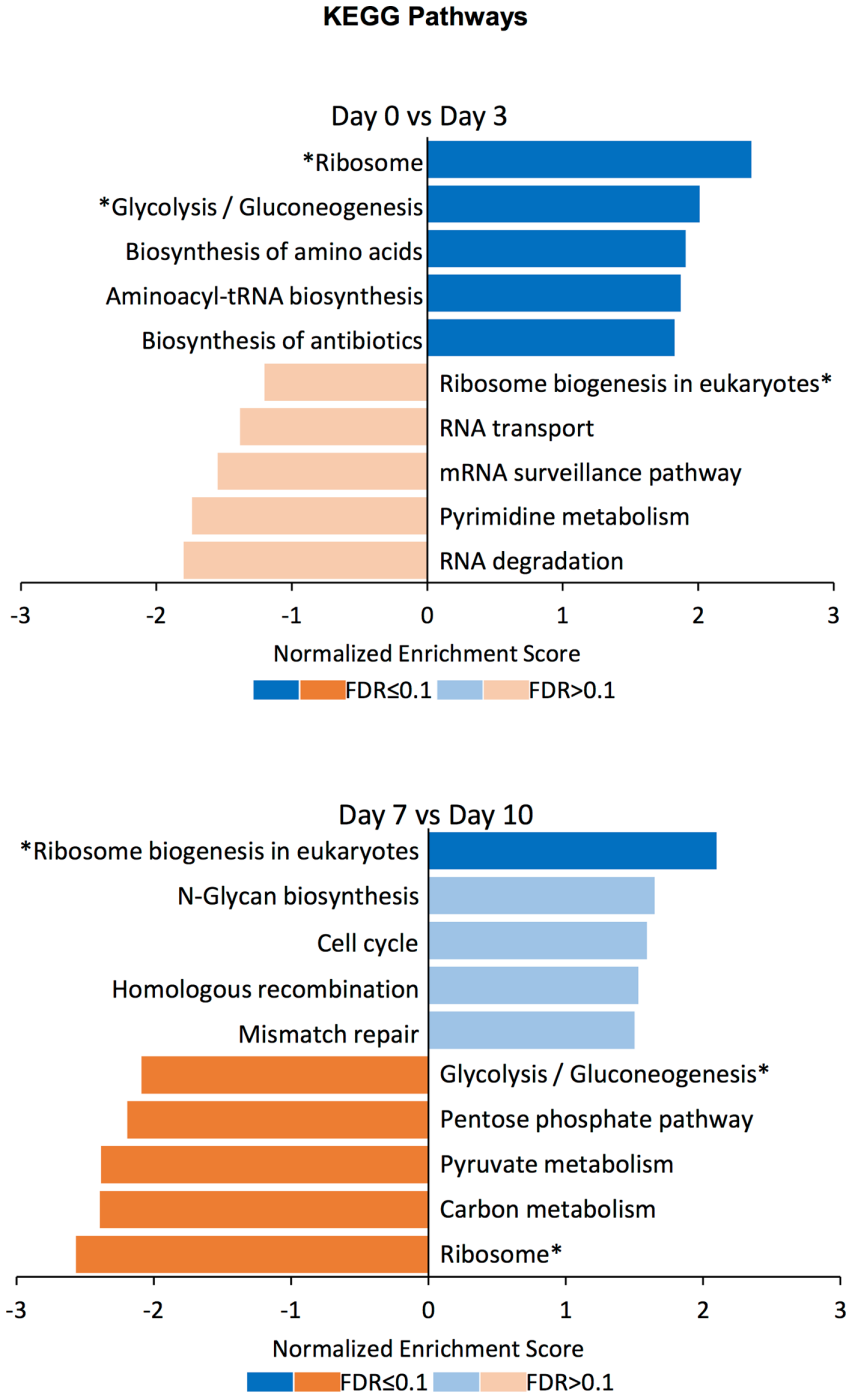
GSEA on differentially compacted loci on the KEGG Pathways domain. Gene Set Enrichment Analysis (GSEA) on the differentially available chromatin loci comparing Day0 vs. Day3 and Day7 vs. Day10 (the two comparisons displaying most of the significant changes genome-wide). The bar plots show the normalized enrichment score for the top5 gene sets with increased (blue) and decreased (orange) chromatin availability in the latter time point. Dark colors indicate an FDR ≤ 0.1 for the indicated gene set, while pale colors indicate an FDR > 0.1. Gene sets that have been identified as increased in the Day0 vs. Day3 comparison and decreased in the Day7 vs. Day10 comparison (or vice versa) are indicated with an asterisk (*).

## Discussion

In a previous study, based on a daily selection/enrichment of a particular gene expression state, we performed a microevolution experiment and observed sustained reductions on gene expression that turned out to be contributed by epigenetic changes on key GAL network components (Luo et al., 2020). Using the ATAC-seq assay to directly explore genome-wide chromatin compaction states, here we report chromatin compaction state changes associated with the previously-observed expression reductions. 

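GAL network peaks of the later days were compared with Day 0. On Day 7 the peaks of GAL7 (log2 fold change -0.35, adjusted p = 8.04e-04 from edgeR) and GAL80 (-0.40, adjusted p = 6.89e-04) were below Day 0, as was the shorter GAL2 peak (-1.53). Those of GAL10 (-0.039) and the GAL2 promoter (-0.10) were not called, but after loess on peak abundance they fell by 0.22 and 0.25 on the log2 scale and were called (adjusted p = 0.00849 and 0.00604 from edgeR). On Day 28 the GAL7 peak was at 3269 ± 93.8 (SD, n = 2) normalized counts, against 4071 ± 131 (SD, n = 2) on Day 0. The log2 fold change was -0.31 (adjusted p = 0.0477 from edgeR), and neither DESeq2 (adjusted p = 0.0873) nor edgeR after loess (adjusted p = 0.0663) called it, while edgeR with all 10 libraries in one fit did (adjusted p = 0.0127). The shorter GAL2 peak (-0.29) was called only after loess (-0.40, adjusted p = 0.0456 from edgeR). On that day GAL10 (0.051), the GAL2 promoter (-0.11), and GAL80 (0.020) were not called.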

Less accessible chromatin accompanied the reduced GAL expression profiles of the evolved yeast populations. Despite the expected nature of this result, which also validate the application of the ATAC-seq assay, many loci with no relation with the GAL network surprisingly displayed changes in their chromatin compaction states.

Throughout the microevolution, a small fraction of the chromatin displayed dynamic behavior regarding the changes on its compaction state. This was experienced by genes that were not functionally related to each other, nor physically close at the DNA strand level, suggesting that this behavior was randomly formed. From a gene’s “selfish” perspective under selection pressure (Dawkins, 1976; Ågren, 2016), this may constitute a bet-hedging strategy adopted by some genes in order to be better adapt to environmental changes, either to their own benefit or to the benefit of the whole organism.

An interesting outcome of our study is that the genome-wide chromatin compaction changes do not occur synchronously with the changes on the phenotype under artificial selection, but apparently in response to the selection pressure itself. With Day7 being the day on which the selection pressure was lifted, among the time points for which we have collected ATAC-seq data (Day0, Day3, Day7, Day10, and Day28), the vast majority of significant changes on chromatin compaction were detected between Day0 and Day3, and between Day7 and Day10, precisely after the selection pressure was applied and lifted. 

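As a size of change without a threshold, the standard deviation of log2 fold changes across peaks beyond that of the replicates was computed. It was 0.22 from Day 0 to Day 3, 0.22 from Day 3 to Day 7, and 0.49 from Day 7 to Day 10. After loess on peak abundance these were 0.16, 0.21, and 0.33.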

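Thinning all libraries to the smallest left 878 differential peaks between Day 3 and Day 7, against 585 between Day 0 and Day 3. At an adjusted p under 0.01, edgeR called 757 and 337 peaks. The order was the other way round with total counts in peaks (886 and 1062), and also with DESeq2 and in a single fit of all libraries, which called 667 between Day 0 and Day 3. The standard deviation beyond the replicates between Day 10 and Day 28 was 0.055.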

On the other hand, between Day3 and Day7 (when selection pressure was still being applied) and between Day10 and Day28 (when selection pressure was no longer applied), the number of peaks displaying significant changes was negligible (Figure 5). The lack of changes in chromatin compaction state between the two final time points (Day10 and Day28) also serves as an internal control, as in these two selection-free regimes, one would not expect to see changes in chromatin compaction; this observation supports the validity of the changes we have observed across the earlier time points.

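The log2 difference between replicates had a standard deviation across peaks of 0.171 on Day 10 and 0.199 on Day 28, compared with 0.173 on Day 0, 0.148 on Day 3, and 0.0834 on Day 7.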

These findings point toward a model where the cell population is ‘aware’ of the selection process, triggering a ‘wave’ of chromatin remodeling changes, with first one occurring upon the application of the selection pressure and another one when the selection is over (Figure 7). However, the question of how a non-communicating single cell in a well-mixed population might become aware of this selection is not trivial. 

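Days that are not consecutive were compared as well. Between Day 0 and Day 7, 1581 peaks were differential, with 718 higher and 863 lower. There were 1960 between Day 3 and Day 10, 1119 between Day 3 and Day 28, and 1979 between Day 7 and Day 28. Day 3 shares its primed and unprimed labels with Day 10 and Day 28. With these as a replicate block, fitted after seeing the data, 1833 and 1066 peaks were called against Day 10 and Day 28, and 1964 and 994 with crossed pairs. Same-labelled deviations had correlations across peaks, which are not independent replicates, of -0.13 with Day 10 and -0.0093 with Day 28. From the changes after selection was applied and after it was lifted, and the few changes in the other intervals, the paper proposes a model of a cell population in some sense 'aware' of the selection, with a wave of remodeling when it was applied and another when it was over.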

Using the same growth media and conditions, the only difference between a cell experiencing the under-selection and selection-free periods was that in the former, a narrow gate (based on P_GAL1_-YFP expression) was imposed to sort cells, while in the selection-free period, this gate was much wider to sort the whole population. It is possible that cell-to-cell variability in chromatin compaction is actually greater at the single-cell level than what we measured here at the population level (validation of this is challenging as single-cell ATAC-seq (Cusanovich et al., 2015) does not exist for yeast yet). Assuming that there is a high degree of noise associated with the chromatin compaction state, if specific YFP expression ranges are associated with certain chromatin compaction states, then sorting cells at a narrow YFP expression range would remove the rest of the population variability from the sample, resulting in a distinct chromatin compaction state during the selection period for the subpopulation being repeatedly selected. Once the sorting-gate gets wider to cover the whole population during the selection-free regime after the 7^th^ day, all the original variability of the population would be captured again; despite the lower P_GAL1_-YFP expression, this would lead to another chromatin compaction profile similar to the one of the initial population before the selection pressure or sorting was applied. This ‘wave’ model matches what we observed experimentally using population-level ATAC-seq.

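Day 0 and Day 10 were compared directly. With edgeR 3 peaks were called, at LEU2 (log2 fold change 1.54), FRT1 (1.28), and YML099W-A (-0.73), the last of these named after its value was seen, and 1114 had an unadjusted p under 0.05. DESeq2 called 879 peaks. The standard deviation of log2 fold changes beyond the replicates was 0.222 between these days, about as large as that between Day 0 and Day 3, and 0.289 between Day 0 and Day 7. After loess on peak abundance these were 0.178 and 0.204, both above that of Day 0 and Day 3.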

**Figure 7:**
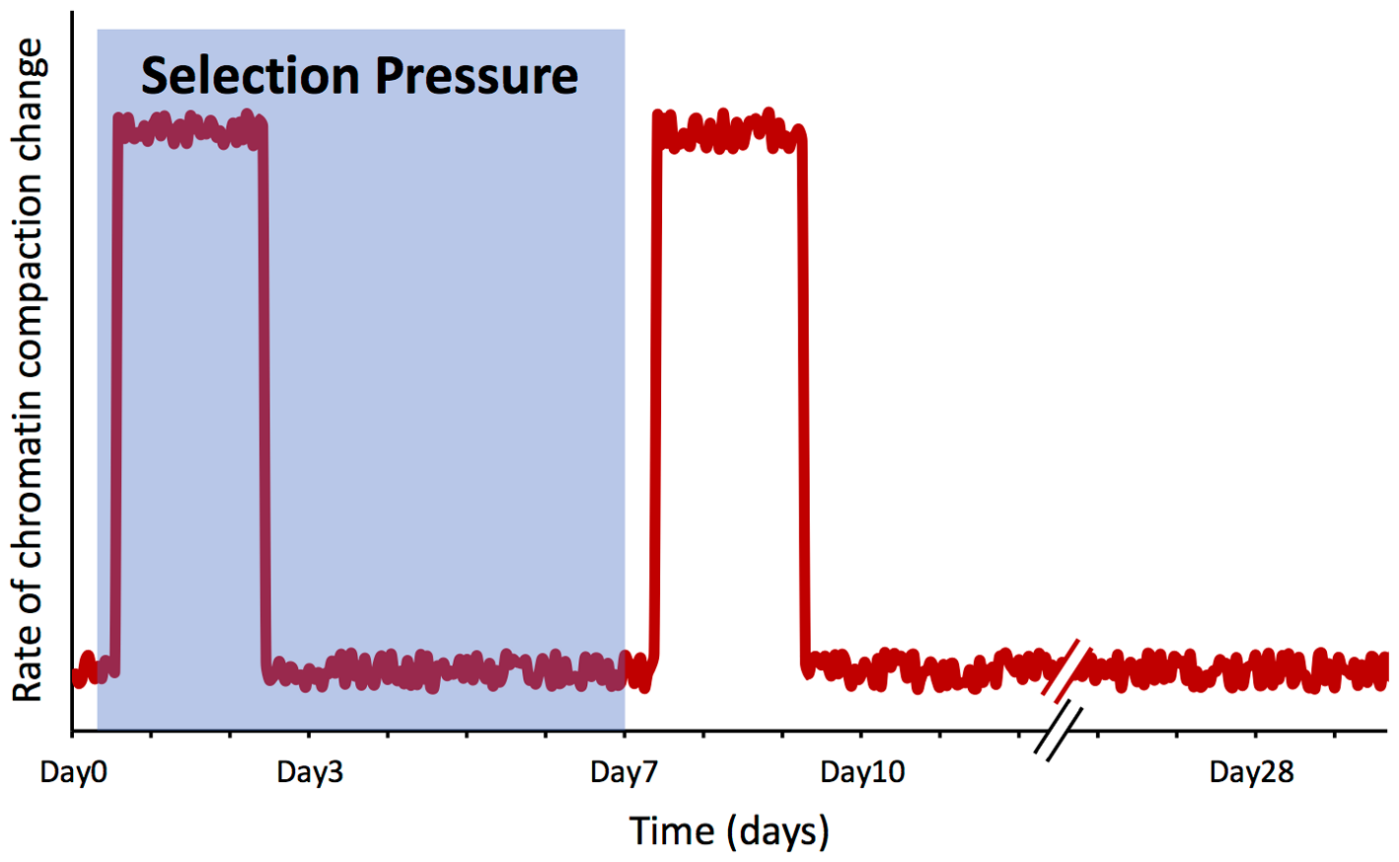
Changes in chromatin compaction spikes in response to selection pressure shifts. Qualitative plot summarizing our findings, representing the rate of change of the chromatin compaction across the genome throughout the microevolution experiment. The shaded area represents the timeframe while selection pressure was applied on the cell population.

The two waves of chromatin changes appear to be opposite to each other, at least partially; among the gene set categories enriched when chromatin compaction was increased upon enforcing selection pressure, some became decreased in compaction once the selection was lifted. This would suggest that those categories changed their chromatin compaction during the time when the selection was present, returning to their basal state afterward. 

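Across all peaks, the log2 fold changes from Day 0 to Day 3 and from Day 7 to Day 10, which share no library, had a Pearson correlation of -0.52 and a Spearman correlation of -0.54. Peaks are not independent replicates, so no p-value is given. Leaving out 1 library at a time moved the Pearson correlation between -0.67 and -0.24, and loess on peak abundance moved it to -0.12. Of 494 peaks called in both comparisons, 424 (85.8%) changed in opposite directions. After loess these were 208 of 279.

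**Figure D3:**
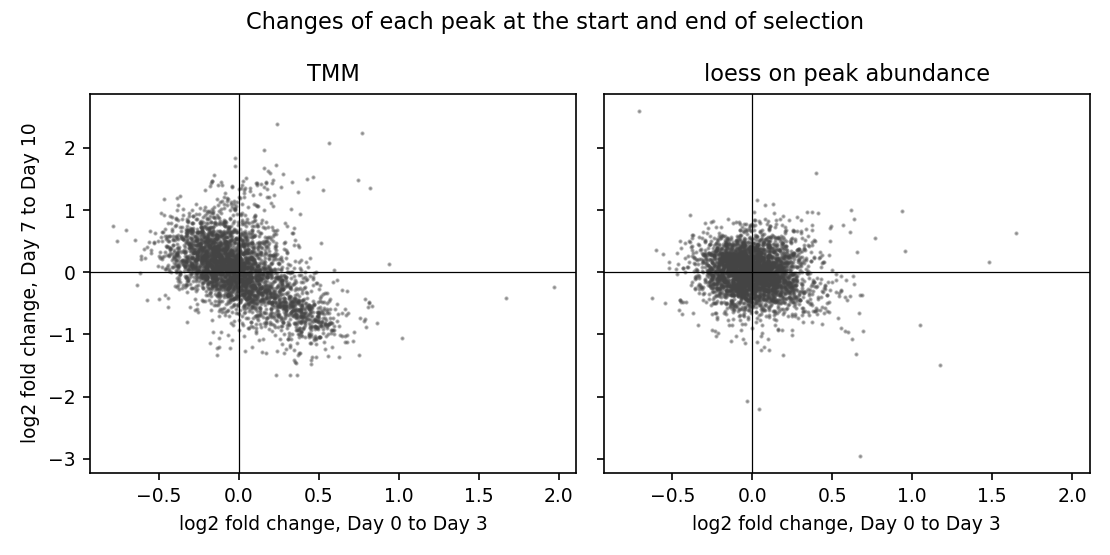
Log2 fold change of each peak from Day 0 to Day 3 (horizontal axis) and from Day 7 to Day 10 (vertical axis), with TMM on the left and loess on peak abundance on the right. Each point is a peak, and the downward trend with TMM is weaker after loess.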

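Between Day 0 and Day 28, 306 peaks were differential with edgeR, and the standard deviation beyond the replicates was 0.205. The LEU2 peak stayed high, at 15658 ± 1666 (SD, n = 2) normalized counts on Day 28 against 5180.4 ± 335 (SD, n = 2) on Day 0.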

By displaying a degree of reversibility on the gene set categories experiencing chromatin compaction changes, the evolving system also showed a type of memory; actually, memory was already present in the system due to the stably-maintained low GAL expression levels throughout the after-selection period, as previously reported (Luo et al., 2020).

The gene set categories representing the genes whose chromatin compaction state significantly changed are very diverse and apparently not related to each other, suggesting that those changes arise randomly, possibly as a result of the cells trying to generate variability to better adapt to the selection pressure. In this case, while all those genome-wide chromatin changes had a neutral effect on the phenotype under selection, a population could try to maximize survival in a competitive environment by utilizing all available tools to produce variability; epigenetic mechanisms and phenotypic changes rooted by epigenetics play an important role in that process, as well as genetic mutations (Day and Bonduriansky, 2011).

Our work represents an example to how environmental selection of a particular trait can be accompanied by a plethora of unexpected changes, in this case at the chromatin compaction level. Future studies focusing on the real-time evolution of microbial populations would show the generality of our findings and provide insights into the physiological relevance of the genome-wide chromatin compaction changes experienced by eukaryotic genomes.

## Data availability statement

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE205227, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205227.

## Author contributions

DM and MA designed the experiments and analyses, interpreted the data and results, and designed and prepared the manuscript. DM performed experiments, and collected and analyzed the data. MA conceived and supervised the project. All authors contributed to the article and approved the submitted version.

## Funding

MA acknowledges funding from the National Institutes of Health (5R01GM127870).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[ref1] AcarM.BecskeiA.van OudenaardenA. (2005). Enhancement of cellular memory by reducing stochastic transitions. Nature 435, 228–232. doi: 10.1038/nature03524, PMID: 15889097

[ref2] AcarM.MettetalJ. T.van OudenaardenA. (2008). Stochastic switching as a survival strategy in fluctuating environments. Nat. Genet. 40, 471–475. doi: 10.1038/ng.110, PMID: 18362885

[ref3] AcarM.PandoB. F.ArnoldF. H.ElowitzM. B.van OudenaardenA. (2010). A general mechanism for network-dosage compensation in gene circuits. Science 329, 1656–1660. doi: 10.1126/science.1190544, PMID: 20929850PMC3138731

[ref4] ÅgrenJ. A. (2016). Selfish genetic elements and the gene’s-eye view of evolution. Curr. Zool. 62, 659–665. doi: 10.1093/cz/zow102, PMID: 29491953PMC5804262

[ref5] Anaconda Inc. (2020). Anaconda Software Distribution. Available at: https://docs.anaconda.com/ (Accessed April 10, 2022).

[ref6] BintuL.YongJ.AntebiY. E.McCueK.KazukiY.UnoN.. (2016). Dynamics of epigenetic regulation at the single-cell level. Science 351, 720–724. doi: 10.1126/science.aab2956, PMID: 26912859PMC5108652

[ref7] BódiZ.FarkasZ.NevozhayD.KalapisD.LázárV.CsörgőB.. (2017). Phenotypic heterogeneity promotes adaptive evolution. PLoS Biol. 15, e2000644–e2000626. doi: 10.1371/journal.pbio.2000644, PMID: 28486496PMC5423553

[ref8] BondurianskyR.DayT. (2009). Nongenetic inheritance and its evolutionary implications. Annu. Rev. Ecol. Evol. Syst. 40, 103–125. doi: 10.1146/annurev.ecolsys.39.110707.173441

[ref9] BuenrostroJ. D.GiresiP. G.ZabaL. C.ChangH. Y.GreenleafW. J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods 10, 1213–1218. doi: 10.1038/nmeth.2688, PMID: 24097267PMC3959825

[ref10] BurggrenW. (2014). Epigenetics as a source of variation in comparative animal physiology – or – Lamarck is lookin’ pretty good these days. J. Exp. Biol. 217, 682–689. doi: 10.1242/jeb.086132, PMID: 24574384

[ref11] ChatterjeeM.AcarM. (2018). Heritable stress response dynamics revealed by single-cell genealogy. Sci. Adv. 4:e1701775. doi: 10.1126/sciadv.1701775, PMID: 29675464PMC5906080

[ref12] CusanovichD. A.DazaR.AdeyA.PlinerH. A.ChristiansenL.GundersonK. L.. (2015). Multiplex single cell profiling of chromatin accessibility by combinatorial cellular indexing. Science 348, 910–914. doi: 10.1126/science.aab1601, PMID: 25953818PMC4836442

[ref13] D’UrsoA.BricknerJ. H. (2014). Mechanisms of epigenetic memory. Trends Genet. 30, 230–236. doi: 10.1016/j.tig.2014.04.004, PMID: 24780085PMC4072033

[ref14] DawkinsR. (1976). The Selfish Gene. Oxford: Oxford University Press.

[ref15] DayT.BondurianskyR. (2011). A unified approach to the evolutionary consequences of genetic and nongenetic inheritance. Am. Nat. 178, E18–E36. doi: 10.1086/660911, PMID: 21750377

[ref16] ElisonG. L.XueY.SongR.AcarM. (2018). Insights into bidirectional gene expression control using the canonical GAL1/GAL10 promoter. Cell Rep. 25, 737–748.e4. doi: 10.1016/j.celrep.2018.09.050, PMID: 30332652PMC6263159

[ref17] FengJ.LiuT.QinB.ZhangY.LiuX. S. (2012). Identifying ChIP-seq enrichment using MACS. Nat. Protoc. 7, 1728–1740. doi: 10.1038/nprot.2012.101, PMID: 22936215PMC3868217

[ref18] FrimanE. T.DeluzC.Meireles-FilhoA. C.GovindanS.GardeuxV.DeplanckeB.. (2019). Dynamic regulation of chromatin accessibility by pluripotency transcription factors across the cell cycle. elife 8:e50087. doi: 10.7554/eLife.50087, PMID: 31794382PMC6890464

[ref19] HalfmannR.JaroszD. F.JonesS. K.ChangA.LancasterA. K.LindquistS. (2012). Prions are a common mechanism for phenotypic inheritance in wild yeasts. Nature 482, 363–368. doi: 10.1038/nature10875, PMID: 22337056PMC3319070

[ref20] HeinzS.BennerC.SpannN.BertolinoE.LinY. C.LasloP.. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell 38, 576–589. doi: 10.1016/j.molcel.2010.05.004, PMID: 20513432PMC2898526

[ref21] HendricksonD. G.SoiferI.WranikB. J.BotsteinD.Scott McIsaacR. (2018a). Simultaneous profiling of DNA accessibility and gene expression dynamics with ATAC-Seq and RNA-Seq. Methods Mol. Biol. 819, 317–333. doi: 10.1007/978-1-4939-8618-7_1530421411

[ref22] HendricksonD. G.SoiferI.WranikB. J.KimG.RoblesM.GibneyP. A.. (2018b). A new experimental platform facilitates assessment of the transcriptional and chromatin landscapes of aging yeast. elife 7:74. doi: 10.7554/eLife.39911, PMID: 30334737PMC6261268

[ref23] HensmanJ.LawrenceN. D.RattrayM. (2013). Hierarchical Bayesian modelling of gene expression time series across irregularly sampled replicates and clusters. BMC Bioinformat. 14:252. doi: 10.1186/1471-2105-14-252, PMID: 23962281PMC3766667

[ref24] HensmanJ.SvenssonV.ZwiesseleM.LawrenceN. D. (2014). GPclust. Available at: https://github.com/SheffieldML/GPclust (Accessed April 10, 2022).

[ref25] HuangS. (2009). Non-genetic heterogeneity of cells in development: more than just noise. Development 136, 3853–3862. doi: 10.1242/dev.035139, PMID: 19906852PMC2778736

[ref26] IwasakiM.PaszkowskiJ. (2014). Epigenetic memory in plants. EMBO J. 33, 1987–1998. doi: 10.15252/embj.201488883, PMID: 25104823PMC4195768

[ref27] KakebeenA. D.ChitsazanA. D.WilliamsM. C.SaundersL. M.WillsA. E. (2020). Chromatin accessibility dynamics and single cell RNA-Seq reveal new regulators of regeneration in neural progenitors. elife 9. doi: 10.7554/eLife.52648, PMID: 32338593PMC7250574

[ref28] KalaitzisA.HonkelaA.GaoP.LawrenceN. D. (2014). gptk: Gaussian Processes Tool-Kit. Available at: https://cran.r-project.org/package=gptk (Accessed April 10, 2022).

[ref29] KruegerF.JamesF.EwelsP.AfyounianE.Schuster-BoecklerB. (2018). Trim Galore. doi:10.5281/zenodo.5127899

[ref30] LangmeadB.SalzbergS. L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods 9, 357–359. doi: 10.1038/nmeth.1923, PMID: 22388286PMC3322381

[ref31] LiaoY.SmythG. K.ShiW. (2014). Feature counts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30, 923–930. doi: 10.1093/bioinformatics/btt656, PMID: 24227677

[ref32] LiaoY.WangJ.JaehnigE. J.ShiZ.ZhangB. (2019). Web gestalt 2019: gene set analysis toolkit with revamped UIs and APIs. Nucleic Acids Res. 47, W199–W205. doi: 10.1093/nar/gkz401, PMID: 31114916PMC6602449

[ref33] LohrD. (1997). Nucleosome transactions on the promoters of the yeast GAL and PHO genes. J. Biol. Chem. 272, 26795–26798. doi: 10.1074/jbc.272.43.26795, PMID: 9341105

[ref34] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15:550. doi: 10.1186/s13059-014-0550-8, PMID: 25516281PMC4302049

[ref35] LuoX.SongR.AcarM. (2018). Multi-component gene network design as a survival strategy in diverse environments. BMC Syst. Biol. 12:85. doi: 10.1186/s12918-018-0609-3, PMID: 30257679PMC6158886

[ref36] LuoX.SongR.MorenoD. F.RyuH. Y.HochstrasserM.AcarM. (2020). Epigenetic mechanisms contribute to evolutionary adaptation of gene network activity under environmental selection. Cell Rep. 33:108306. doi: 10.1016/j.celrep.2020.108306, PMID: 33113358PMC7656290

[ref37] MeirZ.MukamelZ.ChomskyE.LifshitzA.TanayA. (2020). Single-cell analysis of clonal maintenance of transcriptional and epigenetic states in cancer cells. Nat. Genet. 52, 709–718. doi: 10.1038/s41588-020-0645-y, PMID: 32601473PMC7610382

[ref38] MelfiM. D.LaskerK.ZhouX.ShapiroL. (2021). ATAC-seq reveals megabase-scale domains of a bacterial nucleoid. bio Rxiv. doi: 10.1101/2021.01.09.426053

[ref39] MigicovskyZ.KovalchukI. (2011). Epigenetic memory in mammals. Front. Genet. 2. doi: 10.3389/fgene.2011.00028, PMID: 22303324PMC3268583

[ref40] PengW.LiuP.XueY.AcarM. (2015). Evolution of gene network activity by tuning the strength of negative-feedback regulation. Nat. Commun. 6:6226. doi: 10.1038/ncomms7226, PMID: 25670371

[ref41] QuinlanA. R.HallI. M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26, 841–842. doi: 10.1093/bioinformatics/btq033, PMID: 20110278PMC2832824

[ref42] R Core Team (2021). R: A Language and Environment for Statistical Computing. Available at: https://www.r-project.org/ (Accessed January 15, 2022).

[ref43] RoninI.KatsowichN.RosenshineI.BalabanN. Q. (2017). A long-term epigenetic memory switch controls bacterial virulence bimodality. elife 6:e19599. doi: 10.7554/eLife.19599, PMID: 28178445PMC5295817

[ref44] Sheffield Machine Learning Software (2012). GPy: A Gaussian Process Framework in Python. Available at: https://github.com/SheffieldML/GPy (Accessed April 10, 2022).

[ref45] SkinnerM. K. (2015). Environmental epigenetics and a unified theory of the molecular aspects of evolution: a neo-Lamarckian concept that facilitates neo-Darwinian evolution. Genome Biol. Evol. 7, 1296–1302. doi: 10.1093/gbe/evv073, PMID: 25917417PMC4453068

[ref46] SkinnerM. K.Guerrero-BosagnaC.HaqueM. M. (2015). Environmentally induced epigenetic transgenerational inheritance of sperm epimutations promote genetic mutations. Epigenetics 10, 762–771. doi: 10.1080/15592294.2015.1062207, PMID: 26237076PMC4622673

[ref47] StajicD.PerfeitoL.JansenL. E. T. (2019). Epigenetic gene silencing alters the mechanisms and rate of evolutionary adaptation. Nat. Ecol. Evol. 3, 491–498. doi: 10.1038/s41559-018-0781-2, PMID: 30718851

[ref48] TyedmersJ.MadariagaM. L.LindquistS. (2008). Prion switching in response to environmental stress. PLoS Biol. 6:e294. doi: 10.1371/journal.pbio.0060294, PMID: 19067491PMC2586387

[ref49] Van RechemC.JiF.ChakrabortyD.BlackJ. C.SadreyevR. I.WhetstineJ. R. (2021). Collective regulation of chromatin modifications predicts replication timing during cell cycle. Cell Rep. 37:109799. doi: 10.1016/j.celrep.2021.109799, PMID: 34610305PMC8530517

[ref50] XueY.AcarM. (2018a). Live-cell imaging of chromatin condensation dynamics by CRISPR. iScience 4, 216–235. doi: 10.1016/j.isci.2018.06.001, PMID: 30027155PMC6048970

[ref51] XueY.AcarM. (2018b). Mechanisms for the epigenetic inheritance of stress response in single cells. Curr. Genet. 64, 1221–1228. doi: 10.1007/s00294-018-0849-1, PMID: 29846762PMC6215725

[ref52] YangJ.McGovernA.MartinP.DuffusK.GeX.ZarrinehP.. (2020). Analysis of chromatin organization and gene expression in T cells identifies functional genes for rheumatoid arthritis. Nat. Commun. 11:4402. doi: 10.1038/s41467-020-18180-7, PMID: 32879318PMC7468106

[ref53] YangJ.PenfoldC. A.GrantM. R.RattrayM. (2016). Inferring the perturbation time from biological time course data. Bioinformatics 32, 2956–2964. doi: 10.1093/bioinformatics/btw329, PMID: 27288495PMC5039917

# Supplementary material for: Phenotypic selection during laboratory evolution of yeast populations leads to a genome-wide sustainable chromatin compaction shift
**Source:** Front Microbiol. 2022 Oct 13;13:974055. doi: 10.3389/fmicb.2022.974055
**Supplement:** PRESENTATION 1 — Supplementary Figures S1-S6, Supplementary Table legends and Supplementary File legends.

## SUPPLEMENTARY FIGURES and LEGENDS

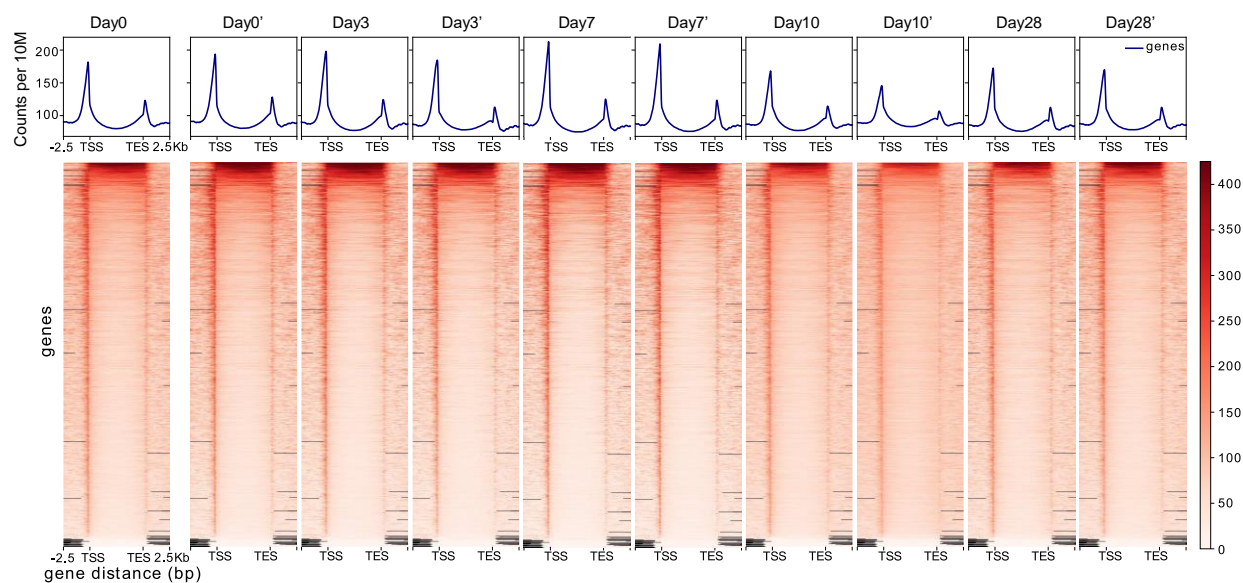

**Figure S1. ORF-aligned ATAC-seq reads density.** Heat map and general profile of the ATAC-seq reads distribution over the yeast genes (open reading frames) in each of our samples, scaling the ORF length to align both the Transcription Start Site (TSS) and Transcription End Site (TES) in all genes. The color bar represents the density of reads in a given region. The y-axes of the line plots show normalized read density (counts per 10M reads). The x-axes of both the line plot and heatmap indicate each gene's TSS and TES as well as the 2.5kb region before the TSS and after the TES; for space-limitations, the label has just been indicated on the first panel, but the same x-axis label applies to all panels. On top of each line plot, we show the day/replicate information for each ATAC-seq sample (e.g. Day0 and Day0' for the two replicates of Day0). The black lines in the heatmaps indicate sections where there is no read coverage.

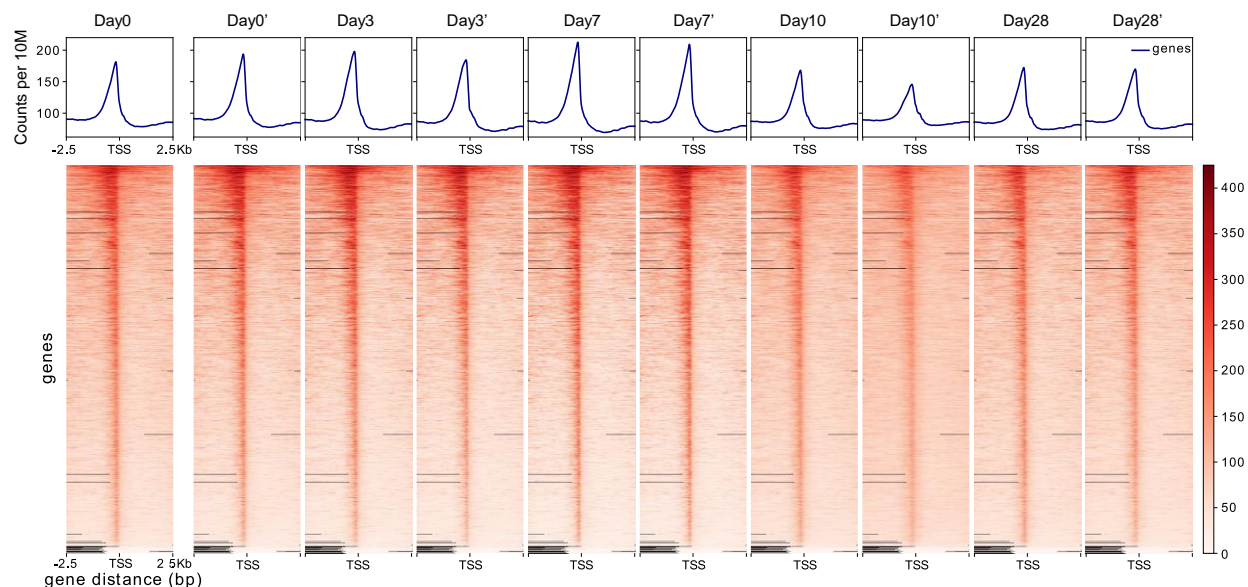

**Figure S2. TSS-aligned ATAC-seq reads density.** Heat map and general profile of the ATAC-seq reads distribution over the yeast genes in each of our samples, aligning all genes at their Transcription Start Site (TSS). The color bar represents the density of reads in a given region. The y-axes of the line plots show normalized read density (counts per 10M reads). The x-axes of both the line plot and heatmap indicate each gene's TSS as well as the 2.5kb region before and after the TSS; for space-limitations, the label has just been indicated on the first panel, but the same x-axis label applies to all panels. On top of each line plot, we show the day/replicate information for each ATAC-seq sample (e.g. Day0 and Day0' for the two replicates of Day0). The black lines in the heatmaps indicate sections where there is no read coverage.

**A**

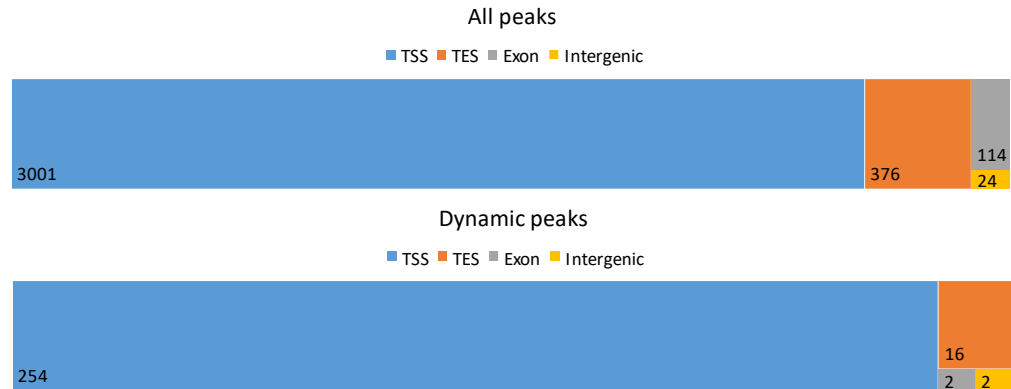

**B**

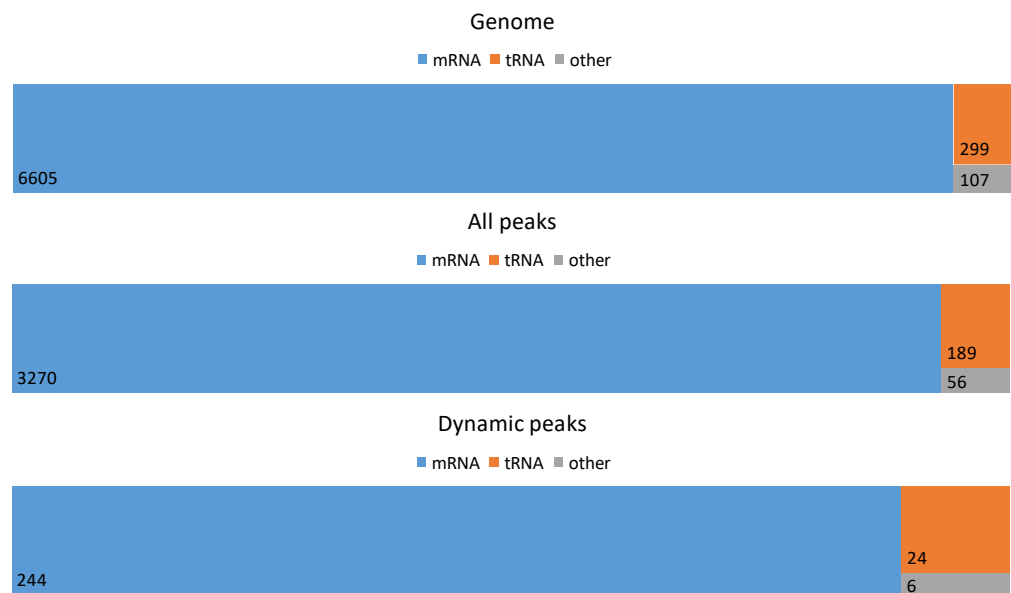

**Figure S3. Composition of the genomic loci assigned to the detected ATAC-seq peaks. A.** Treemaps representing which ATAC-seq peak locations within transcriptional units (TSS, TES, exon or intragenic regions) are mapped to each of the significant peaks identified by our ATAC-seq analysis, in comparison to the ATAC-seq peaks identified as dynamic ( $LR < -0.25$ ). The area of each rectangle is proportional to the percentage of each category, and the absolute number of items within each category is indicated. **B.** Treemaps representing which kind of transcriptional units (mRNA, tRNA or other) are mapped to each of the significant peaks identified by our ATAC-seq analysis, in comparison to the composition of the whole genome, as well as the composition of the ATAC-seq peaks identified as dynamic ( $LR < -0.25$ ). The area of each rectangle is proportional to the percentage of each category, and the absolute number of items within each category is indicated.

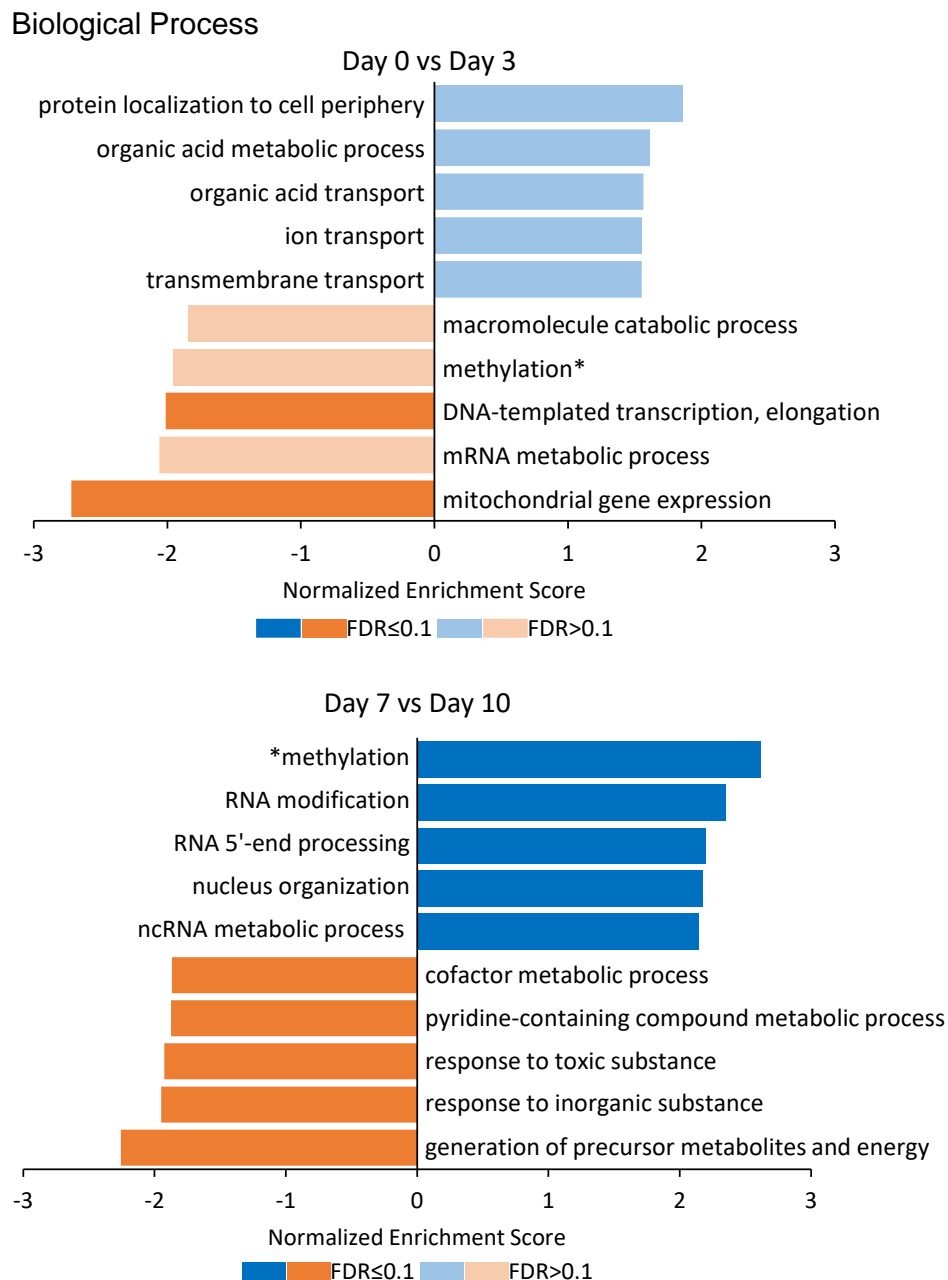

**Figure S4. GSEA on differentially compacted loci on the Biological Process GO domain.** Gene Set Enrichment Analysis (GSEA) on the differentially available chromatin loci comparing Day0 vs Day3 and Day7 vs Day10 (the two comparisons displaying most of the significant changes genome-wide). The bar plots show the normalized enrichment score for the top5 gene sets with increased (blue) and decreased (orange) chromatin availability in the latter time point. Dark colors indicate an  $FDR \leq 0.1$  for the indicated gene set, while pale colors indicate an  $FDR > 0.1$ . Gene sets that have been identified as increased in the Day0 vs Day3 comparison and decreased in the Day7 vs Day10 comparison (or *vice versa*) are indicated with an asterisk (\*).

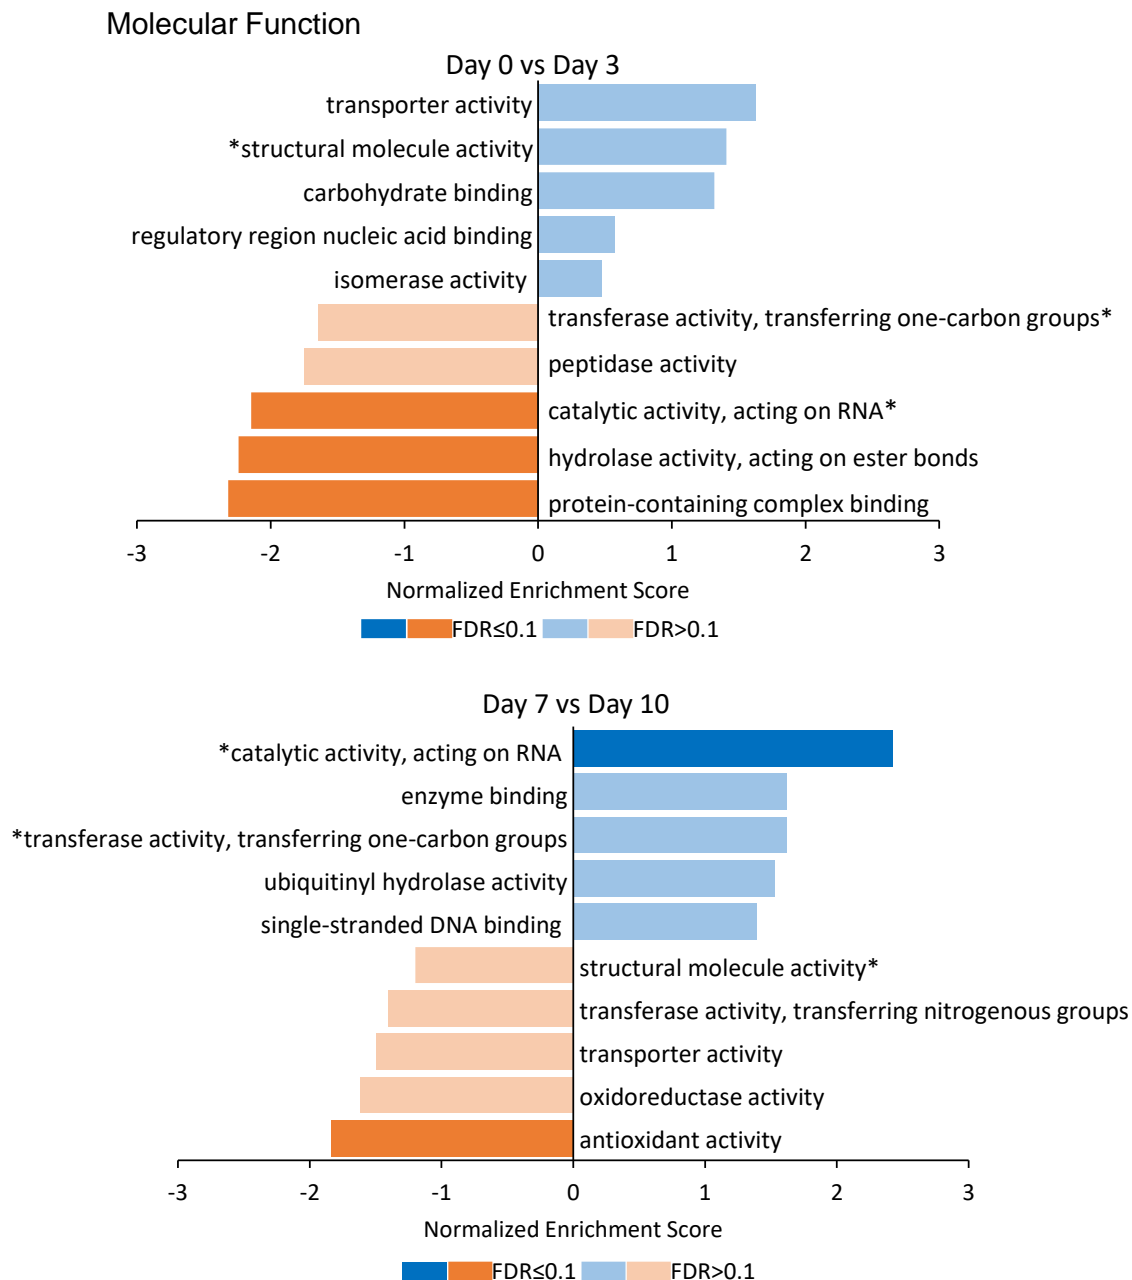

**Figure S5. GSEA on differentially compacted loci on the Molecular Function GO domain.** Gene Set Enrichment Analysis (GSEA) on the differentially available chromatin loci comparing Day0 vs Day3 and Day7 vs Day10 (the two comparisons displaying most of the significant changes genome-wide). The bar plots show the normalized enrichment score for the top5 gene sets with increased (blue) and decreased (orange) chromatin availability in the latter time point. Dark colors indicate an  $FDR \leq 0.1$  for the indicated gene set, while pale colors indicate an  $FDR > 0.1$ . Gene sets that have been identified as increased in the Day0 vs Day3 comparison and decreased in the Day7 vs Day10 comparison (or *vice versa*) are indicated with an asterisk (\*).

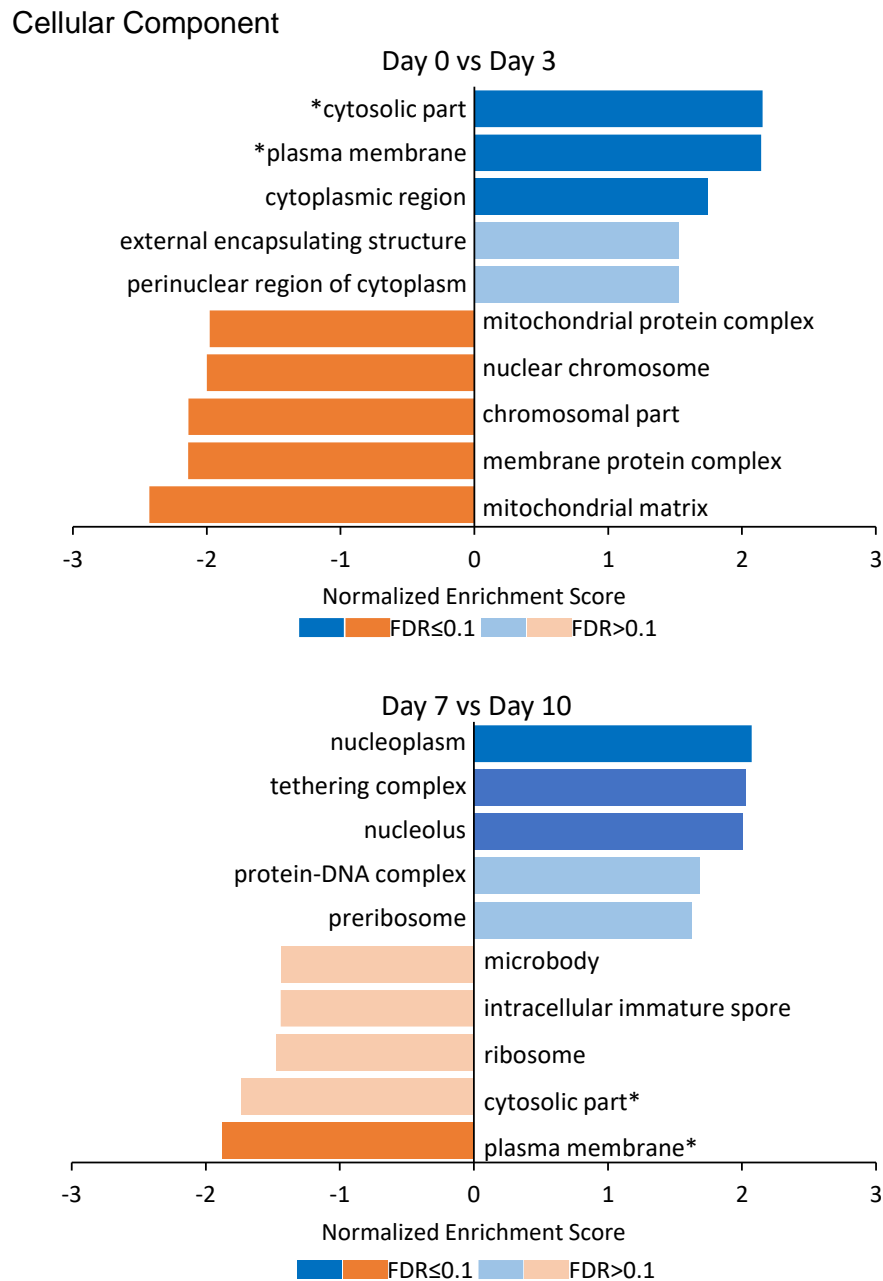

**Figure S6. GSEA on differentially compacted loci on the Cellular Component GO domain.** Gene Set Enrichment Analysis (GSEA) on the differentially available chromatin loci comparing Day0 vs Day3 and Day7 vs Day10 (the two comparisons displaying most of the significant changes genome-wide). The bar plots show the normalized enrichment score for the top5 gene sets with increased (blue) and decreased (orange) chromatin availability in the latter time point. Dark colors indicate an  $FDR \leq 0.1$  for the indicated gene set, while pale colors indicate an  $FDR > 0.1$ . Gene sets that have been identified as increased in the Day0 vs Day3 comparison and decreased in the Day7 vs Day10 comparison (or *vice versa*) are indicated with an asterisk (\*).

## SUPPLEMENTARY TABLE LEGENDS

**Table S1. GSEA summary table.** Gene set ID, description, enrichment score and other features of the gene sets identified by the GSEA as a result of consecutive time point comparisons that had a high number of differentially available chromatin regions (Day0 vs Day3 and Day7 vs Day10) for each of the Gene Ontology domains and the KEGG pathways gene set.

**Table S2. Oligos used for ATAC-seq library preparation.** Primers for ATAC-Seq library preparation. Note that Ad1 is the forward primer, and reverse primers Ad2.1-Ad2.12 carry unique barcodes, highlighted in the sequence in bold italics.

## SUPPLEMENTARY FILE LEGENDS

**Supplemental File 1. ATAC-seq peaks detected in all samples, temporal dynamics modeling and clustering**

**Supplemental File 2. Pairwise comparisons of consecutive-timepoint samples obtained with DESeq2.**

How the deposited data were processed for this re-analysis (not part of the article)

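ATAC-seq libraries of yeast populations from Day 0, Day 3, Day 7, Day 10, and Day 28 were used, 2 per day and 10 in all. The authors trimmed the reads with Trim Galore, mapped them with Bowtie2 to the R64 assembly, called peaks per day with MACS2, merged overlapping peaks with BEDTools, and deposited the raw counts that featureCounts gave for each merged peak. The authors also deposited normalized counts, a signal that equals the raw counts divided by 1 size factor per library, and named DESeq2 as their tool. The deposited peak coordinates are positions on R64, and they came with the authors' HOMER annotation of each peak. The paper's text does not state whether duplicate reads, mitochondrial reads or reads with several alignments were removed. A further Day 7 library that a supplementary table lists was not used here.

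The total of counts in peaks ranged from 4748625 to 18693542 per library, with a median of 13004858, and the lowest count of any peak in any library was 45. Replicates differed by more than counting noise on each day, so that the 2 libraries per day limit the precision more than depth does. All libraries come from 1 evolution replicate, so their spread is not that between independently evolved populations. Differential peaks were computed on the raw counts with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, in a separate fit for each pair of days. The filter removed no peak. DESeq2 1.42.0 was an alternative. Gene sets were tested with camera in limma 3.58.1, over 12 tests. Named peaks are those assigned to GAL network genes or to genes the paper names for Day 3 vs Day 7 or Day 10 vs Day 28. To these were added, per comparison of consecutive days, the 2 called peaks with the largest rise and the 2 with the largest fall whose replicates do not overlap between the days.

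Gaussian process models were fitted in Python 3.11.15 with numpy 2.4.6 to the deposited normalized counts, on a grid of 25 points per parameter. Shares of promoters and tRNA units were compared with a Z test and Fisher's exact test, using scipy 1.17.1 and statsmodels 0.14.6. Loess offsets on peak abundance, or on GC content and then length, used a span of 0.3. The procedures were tested on simulated data with 200 changed peaks out of 3515, each changed by 0.5 on the log2 scale. Changed peaks were picked without regard to abundance, and peaks were drawn independently. Changes that follow abundance and noise shared between peaks were therefore not tested. edgeR recovered 183 with 5 false calls. With a simulated abundance trend it made 1475 false calls under TMM, and 4 after loess, where it recovered 156 of the changed peaks.

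Alternatives covered the test, the libraries in the fit, the normalization, filters on low counts, thresholds, depth, each library left out in turn, the time axis and values of the Gaussian process, the class of tRNA peaks, and the correlation between genes. The pairing of libraries as a replicate block comes from the primed and unprimed labels of Day 3, Day 10 and Day 28, since no methods text pairs cultures across days. The crossed pairing, the block fits with loess and the block fits of Day 3 were added after seeing the data. Clusters of dynamic peaks and the paper's gene set database were not analysed here.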

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

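Of the tests in this part, all were chosen only after the result was seen, except the tests of sequencing runs and of repeated sequences. Between Day 3 and Day 7, 1108 called peaks belong neither to the GAL network, GAL80 included, nor to the other genes that the paper names for these days, with 514 higher and 594 lower on Day 7. These drew attention because they lie outside the peaks the paper discusses. A difference in signal to background, in peak composition, in depth, or in sequencing runs was tested as a technical explanation over all 1128 calls. After loess on peak abundance 90.2% of the calls were made again in the same direction, after loess on GC content and length 98.3% were made again, and after thinning to the smallest library 74.7%. The difference between the Day 10 libraries sequenced in 2 runs and in 1 run had a correlation across peaks of -0.407 with the Day 3 to Day 7 change, short of the limit of -0.5 set for it but with the sign that an effect of runs would give. Signal to background, composition and depth did not account for most of the calls. An effect of runs is not excluded, since this test sets 1 library against 1 other and cannot separate run from replicate. Copy number and batches of culture or library preparation were not tested, so the change cannot be assigned to the selection.

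Between Day 0 and Day 7, a pair the paper does not compare, 1581 peaks were called. After loess on peak abundance 54.3% of them were called again in the same direction, so a signal-to-background difference may account for a part of them, although loess can lose true changes too. GC content, length and depth were not tested for this pair.

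The LEU2 peak rose by a log2 fold change of 1.97 from Day 0 to Day 3, with both Day 3 libraries above both Day 0 libraries, and by 1.92 to 2.04 with 1 library left out. The paper does not discuss it. The other peaks within 20 kb had a median of 0.065, which goes against a gain of the region, and 5.42% of its windows occur elsewhere in the genome, which goes against shared reads. The other Leu3 targets did not rise as a set (camera, unadjusted p = 0.205, a lower median). DNA from another source that carries LEU2 could not be excluded. The highest of the 8 libraries of Day 3 to Day 28 was 1.49 times the lowest, a ratio that fits a change in the cells as well as a source entering each library alike, so that this test could not decide. The rise therefore cannot be told apart from that explanation.

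The FRT1 peak, which also covers the start of MYO2, rose by 1.67 from Day 0 to Day 3, and by 1.63 to 1.73 with 1 library left out, and the paper does not discuss it either. Its neighbours within the same distance had a median of 0.033, and 0% of its windows are repeated. The highest of the later libraries was 1.50 times the lowest, which decides as little. As for LEU2, the rise cannot be told apart from DNA of another source that carries this promoter.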

How the results depend on the processing

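The alternatives were chosen before the data were examined, except the crossed pairing, the block fits with loess and the block fits of Day 3, which were chosen after seeing the data. Among counts, shares, correlations, spreads and gene sets, 157 alternatives were run, of which 27 moved the result, 16 weakened it, 1 strengthened it, 3 reversed it, and the others left it within its limits. Of 189 alternatives for single named peaks, 170 stayed within limits, 6 were weaker, 8 stronger and 5 reversed. Runs with 1 library left out are counted apart from both totals. There, 80 of 96 stayed within limits for the first group of results, and all 252 for named peaks. The sign still changed for 7 named peak results, such as GAL7 from Day 0 to Day 3 (-0.022 to 0.062). For every change reported in this part, the cause was not tested. A filter on low counts that removes no peak, and one factor per library for spreads and correlations, cannot move a result and show no stability. No count of differential peaks was made with a library left out, since 1 library in a group gives no call.

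Loess on peak abundance gave 404 differential peaks between Day 0 and Day 3 against 663, 1214 between Day 3 and Day 10 against 1960, and 302 between Day 3 and Day 28 against 1119. The spread between days beyond replicates was 0.210 for Day 3 vs Day 7 and 0.328 for Day 7 vs Day 10 (with loess on GC content and length, 0.218 for Day 3 vs Day 7), against 0.223 and 0.490. The correlation of the changes at both ends of the selection was -0.12. Log2 fold changes that reversed were those of GAL7 (-0.075) and the shorter GAL2 peak (0.086) from Day 0 to Day 3, GAL10 (0.10) and the GAL2 promoter (0.10) from Day 7 to Day 10, and GAL80 (-0.0080) from Day 0 to Day 28. The tRNA share fell to 6.67%. Glycolysis had medians of 0.062 from Day 0 to Day 3, no longer past the threshold, and 0.036 from Day 7 to Day 10, reversed. Ribosome biogenesis (0.013) and methylation (-0.063) no longer passed from Day 0 to Day 3.

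With total counts 1062 peaks were called between Day 0 and Day 3, 200 higher and 862 lower, against 342 and 321 with TMM. Between Day 7 and Day 10 the split was 2303 higher and 579 lower, against 1308 and 1151, and between Day 3 and Day 7 313 higher and 573 lower, against 515 and 613. An absolute log2 fold change of at least 0.5 left 112, 180 and 1069 peaks in the comparisons of Day 0 vs Day 3, Day 3 vs Day 7 and Day 7 vs Day 10, and an adjusted p under 0.01 left 337 between Day 0 and Day 3. DESeq2 called 879 peaks between Day 0 and Day 10 against 3, and 6 between Day 10 and Day 28 against 0 (196 at an unadjusted p under 0.05). One fit of all libraries called 511 between Day 3 and Day 7 and 1 between Day 10 and Day 28. In the latter comparison the replicate block called 1 peak, the replicate block with loess on GC content and length 2, and the replicate block with loess on peak abundance 0 (58 at an unadjusted p under 0.05). The crossed replicate block called 532, 223 with loess on peak abundance and 612 with loess on GC content and length. With loess on peak abundance, the crossed replicate block called 1102 peaks between Day 3 and Day 10, and the replicate block 1432. Between Day 3 and Day 28 they called 934 and 284, so that the low count after loess depended on the pairing.

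Equally spaced days gave 580 dynamic peaks, 42 by the chi-square test, and a tRNA share of 5.52%. With the libraries as separate points there were 3044 and 1529, and the shares of promoters (84.6%) and tRNA units (5.16%) were reversed against the other peaks. That fit also takes in differences between days without a smooth course, so it is not a like check of the averaged model. By the annotated unit the tRNA share was 4.61%, against 2.49% of the other peaks. With the correlation between genes estimated, no set that had passed still did, at unchanged medians of 0.24 (cytosolic ribosome), 0.27 (glycolysis), 0.060 (tRNA genes), -0.11 (mitochondrial ribosome), -0.082 (ribosome biogenesis) and -0.084 (methylation) from Day 0 to Day 3, and -0.43 (cytosolic ribosome), -0.42 (glycolysis) and 0.10 (tRNA genes) from Day 7 to Day 10. The estimated correlation leaves little power with 2 libraries per day, so this does not show that the sets were unchanged. With promoter peaks alone, tRNA genes (0.086) no longer passed from Day 7 to Day 10 and methylation (0.21) did.

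With each library left out in turn, dynamic peaks ranged from 163 to 376 (13 to 40 by the chi-square test), their promoter share from 88.6 to 93.5%, and the correlation from -0.67 to -0.24. Gene set medians from Day 0 to Day 3 ranged from -0.14 to -0.048 for methylation, -0.14 to -0.10 for the mitochondrial ribosome and -0.18 to -0.019 for ribosome biogenesis. From Day 7 to Day 10 they ranged from 0.086 to 0.23, 0.022 to 0.079 and 0.068 to 0.16 for these sets. The range was -0.55 to -0.35 for the cytosolic ribosome and 0.052 to 0.14 for tRNA genes. For tRNA genes from Day 0 to Day 3 it was 0.021 to 0.11.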

Differences from the paper's values

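The paper reports 10 differential units between Day 3 and Day 7, against 1128 peaks here. None of the alternatives set before the data were examined closed the gap, with counts from 180 to 1651. The authors list a further Day 7 library, which was not used here, so its part in the gap could not be tested. Between Day 10 and Day 28 the paper reports 2, HXT7 and YKR040C, against 0 here (196 at an unadjusted p under 0.05). None of the alternatives set before the data were examined gave the paper's count, but DESeq2, which calls 6, calls both HXT7 and YKR040C. So does the crossed replicate block, chosen after seeing the values. The replicate block with loess on GC content and length, chosen after seeing the values, gives the paper's count of 2, at YLR466C-B and RRP6.

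In Fig. 5A the paper shows about 530 peaks higher on Day 3, read by eye, against 342 here. Within 1.5 times the paper's count were DESeq2 (552), one fit of all libraries (416), DESeq2 size factors (371) and loess on GC content and length (444), and the other alternatives were not. In Fig. 5C the paper shows about 870 peaks higher on Day 10, read by eye, against 1308 here. All alternatives set before the data were examined were within 1.5 times, from 1032 with loess on peak abundance to 1305 with at least 100 counts in every library, except total counts (2303), no filter (1308) and the minimum log2 fold change (540).

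For promoters among dynamic peaks the paper's Z test p is 0.000354, against 9.04e-04 here. The alternatives with all libraries gave 7.56e-06 to 0.0279, none of them within 1.5 times. With 1 library left out it was 4.06e-04 to 0.180, and it was within 1.5 times without Day 10 replicate prime (4.06e-04).

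For Day 7 vs Day 10, values of Fig. 3B were read by eye, and the kind of its error bars is not stated in the legend. GAL80 is at about 0.29 in Fig. 3B against 0.47 here, and loess on peak abundance (0.36) and leaving out the primed Day 10 library (0.38) closed the gap, while DESeq2, one fit of all libraries and the other left-out libraries did not. GAL7 is at about -0.03 in Fig. 3B against 0.076 here, with 0.014 to 0.22 over the alternatives, all of the opposite sign to the paper's value. Leaving out the primed Day 10 library (0.014) brought it within the error bar read from Fig. 3B, and the other alternatives did not. The GAL2 promoter is at about -0.23 in Fig. 3B against -0.15 here. DESeq2 (-0.19), one fit of all libraries (-0.16), and leaving out Day 7 replicate c (-0.18) or the unprimed Day 10 library (-0.19) closed the gap. Loess on peak abundance and the other left-out libraries did not.

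The paper states that few changes took place between Day 3 and Day 7 compared with the intervals after selection was applied or lifted. Here that interval has more called peaks than Day 0 to Day 3, 1128 against 663. With DESeq2 (767 against 891), one fit of all libraries (511 against 667) and total counts (886 against 1062) it has fewer. In Fig. 3B GAL80 is not significant from Day 3 to Day 7 or from Day 7 to Day 10, nor is GAL10 from Day 7 to Day 10, while here they were called, at -0.54, 0.47 and -0.20. After loess GAL10 was not called from Day 7 to Day 10.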

Other observations

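Of the tests in this part, the test of the phosphate genes was chosen only after the result was seen. The patterns at stress genes, near chromosome ends and with the crossed pairing were themselves picked after the values were seen. The changes of Day 0 vs Day 3 and Day 7 vs Day 10 followed peak abundance, and a difference in signal to background between libraries was tested for both. With loess on peak abundance, 45.6% of the Day 0 to Day 3 calls and 56.8% of the Day 7 to Day 10 calls were made again in the same direction. Such a difference may therefore account for most of the first calls and for a part of the second, although loess may also lose true changes. In simulated data with a trend, loess recovered 156 of 200 changed peaks. In a separate simulated set without a trend, TMM recovered 183, so the gap is not due to loess alone. Simulated changes did not follow abundance, so the loss where true changes do was not measured. Loess on GC content and length left 63.7% of the Day 0 to Day 3 calls and 73.2% of the Day 7 to Day 10 calls. From Day 0 to Day 3 the chromosome whose median lay farthest from that of all peaks was 0.0859 away (log2). This goes against a gained or lost chromosome shared by most cells in that interval. The distances were larger later, at -0.185 for chromosome III and -0.170 for chromosome I from Day 3 to Day 7. From Day 7 to Day 10 they were 0.159 and 0.139. Copy number was not tested for these intervals. The difference between sequencing in 2 runs and in 1 run on Day 10 had a correlation across peaks of -0.460 with the Day 0 to Day 3 change, opposite in sign to an effect of runs, although run and replicate cannot be separated in it.

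A larger spread between replicates was tested for the low count between Day 10 and Day 28. The larger replicate standard deviation of those days was 1.35 times the smaller of Day 0 and Day 3, below the limit of 1.5 set for it. This ratio leaves out Day 7, whose replicates were closer (0.0834 against 0.199 on Day 28), and does not set aside replicate spread, since the crossed replicate block, chosen after seeing the data, raised the calls to 532. With that block, 28.8% of its calls were made again with loess on peak abundance in the same fit, so that a signal-to-background difference may account for most of them. For the rise of HXT7, the other peaks within 20 kb had a median log2 fold change of 0.052, and 2.24% of its windows occur elsewhere in the genome. These values go against shared reads and a gain of the whole stretch. A gain limited to HXT6 and HXT7 could not be excluded, since the highest of these 12 peaks rose by 0.45, at YDR344C beside the start of HXT6, a peak named after its value was seen.

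The real order of the days did not stand out in the number of dynamic peaks, and an effect of order on it was not seen: 81 of 100 orders gave at least as many (146 to 2322). A stress response of the Day 7 cells was tested because large changes on that day were at stress and respiration genes. After loess the stress genes had an unadjusted camera p of 0.0891 from Day 7 to Day 10, and with TMM it was 8.72e-06. From Day 3 to Day 7, where they rose, it was 0.0413 after loess and 0.0258 with TMM. The test asked for both steps to pass after loess and was not met, but a stress response on Day 7 is not excluded by it. From Day 10 to Day 28, an interval without Day 7, these genes also fell after loess, with a median of -0.11, 5 of 22 peaks rising and an unadjusted camera p of 3.68e-04, against 0.495 with TMM. The GIT1 peak and the YML122C peak beside PHO84 fell from Day 3 to Day 7, and a fall of the other phosphate genes as a set did not pass, at an unadjusted camera p of 0.285. Their direction was downward, with a median of -0.069 and 5 of 14 peaks rising, so that a phosphate response is not excluded.

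The 144 peaks near chromosome ends had a median log2 fold change of 0.14 from Day 0 to Day 3, against -0.028 for the other peaks. The rise of those without repeated windows was 0.167 times that of those with them, so that reads shared between repeated sequences are a candidate explanation for a part of it. The 109 peaks without repeated windows, which are most of the set, still had a median of 0.10, which shared reads do not account for.

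Of a supplementary table of the authors' own Day 0 vs Day 3 comparison, only the first part was used here, 1462 peaks that all overlap a merged peak, and the rest of the table was not analysed here. Their log2 fold changes and those computed here had a correlation across peaks of 0.988. Of these peaks, 449 were significant in that part of the authors' table and 299 here, with 291 shared in the same direction.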
